# Intron retention is regulated by altered MeCP2-mediated splicing factor recruitment

**DOI:** 10.1038/ncomms15134

**Published:** 2017-05-08

**Authors:** Justin J. -L. Wong, Dadi Gao, Trung V. Nguyen, Chau-To Kwok, Michelle van Geldermalsen, Rob Middleton, Natalia Pinello, Annora Thoeng, Rajini Nagarajah, Jeff Holst, William Ritchie, John E. J. Rasko

## Abstract

While intron retention (IR) is considered a widely conserved and distinct mechanism of gene expression control, its regulation is poorly understood. Here we show that DNA methylation directly regulates IR. We also find reduced occupancy of MeCP2 near the splice junctions of retained introns, mirroring the reduced DNA methylation at these sites. Accordingly, MeCP2 depletion in tissues and cells enhances IR. By analysing the MeCP2 interactome using mass spectrometry and RNA co-precipitation, we demonstrate that decreased MeCP2 binding near splice junctions facilitates IR via reduced recruitment of splicing factors, including Tra2b, and increased RNA polymerase II stalling. These results suggest an association between IR and a slower rate of transcription elongation, which reflects inefficient splicing factor recruitment. In summary, our results reinforce the interdependency between alternative splicing involving IR and epigenetic controls of gene expression.

## Abstract (web summary)

Intron retention is a conserved mechanism that controls gene expression but its regulation is poorly understood. Here, the authors provide evidence that DNA methylation regulates intron retention and find reduced MeCP2 occupancy and splicing factor recruitment near affected splice junctions.

Alternative splicing (AS) is essential for diverse physiological functions including cell division, differentiation, stress response and lineage specification^1^,^2^,^3^,^4^,^5^. About one-fifth of human diseases are caused by disrupted splicing^6^, making normal AS a vital regulatory mechanism in humans. Accordingly, the search for mechanisms underlying AS has been one of the most active research areas in molecular and cellular biology.

One mode of AS termed intron retention (IR) occurs when an intron is not excised by the spliceosome, and is preserved in the final mature messenger RNA (mRNA). Intron-retaining transcripts typically contain premature termination codons, resulting in their removal by surveillance mechanisms including nonsense-mediated decay (NMD). Whilst AS generates proteomic complexity from most genes, IR is a distinctive mechanism that reduces gene expression, which in turn regulates cellular differentiation^1^,^2^,^7^,^8^. Following our initial report that numerous introns are constitutively retained to induce mRNA degradation via NMD during normal granulopoiesis^2^, the prevalence of IR in ∼40 cell and tissue types, and its conservation across 11 vertebrate species has been established^9^. In general, the molecular mechanisms that regulate IR have not been thoroughly examined. However, in one well-characterized example, the H3.3K36me3 reader, BS69, binds to a U5 associated splicing factor, EFTUD2, to antagonize splicing activity, leading to increased IR (ref. 10). Of all IR events identified in that study, only one-fifth were BS69-dependent^10^. Thus other as yet undefined mechanisms exist to regulate IR.

Much is known about the mechanisms that regulate other modes of AS including exon skipping and inclusion, but their relevance to the control of IR remains uncertain. RNA Poll II stalling, which improves splice signal recognition is integral to the ‘kinetic' model of AS that involves epigenetic changes^11^. For example, altered DNA methylation levels and downstream binding of transcription factors as well as regulatory proteins such as CTCF and MeCP2 induce RNA Pol II stalling to promote alternative exon skipping and inclusion^12^,^13^. RNA Pol II stalling has been observed near splice junctions of retained introns but it is unclear if it directly regulates IR or whether other cis- and/or trans- regulatory factors initiate the process^9^. Also, lower DNA methylation levels near splice junctions have been associated with increased IR in normal human breast tissues^14^. This latter finding raises the intriguing possibility that DNA methylation might regulate IR by altering RNA Pol II processivity and splice site recognition according to the ‘kinetic' model.

Alternatively, RNA Pol II stalling near splice junctions of retained introns could occur consequent to inefficient splicing factor recruitment^15^,^16^. This ‘recruitment' model of AS has been shown to function in the case of exon skipping, which is also associated with DNA methylation changes^17^,^18^. Taken together changes in DNA methylation and RNA Pol II elongation are both factors that are known to be associated with IR. However, it is currently unknown whether DNA methylation directly controls IR in the same manner by which it controls exon skipping and inclusion. Any functional connection between DNA methylation and the ‘kinetic' and ‘recruitment' models in the regulation of IR has been an open question to date.

In this study, we sought to determine whether IR is regulated by spliceosomal and DNA methylation changes and how they are linked. We show that lower levels of DNA methylation near 5′ and 3′ splice junctions are significantly associated with increased IR in a myriad of primary cells and cell lines. Importantly, both chemical and genetic inhibition of DNA methylation promoted IR in mouse embryonic stem cells, mouse B cells, and in both mouse and human cell lines. We show reduced MeCP2 binding near 5′ and 3′ splice junctions of retained introns in mouse granulocytes and promyelocytes, which corresponds with the physiological decrease in DNA methylation levels. Further, knockdown or knockout of MeCP2 in primary cells and cell lines led to increased IR. To confirm that MeCP2 occupancy influences the efficiency of splicing, we show that reduced MeCP2 occupancy is associated with RNA Pol II stalling. Using immunoprecipitation followed by mass spectrometry (MS), we further show that many splicing factors are associated with MeCP2 including the Srsf family members and Tra2b. Consistent with inefficient splicing factor recruitment as reflected by RNA Pol II stalling, we demonstrate reduced binding of the splicing factor Tra2b to RNA transcripts containing retained introns along with reduced binding of MeCP2 to these transcripts. Our data link the two models of splicing by demonstrating a direct causative role of decreased DNA methylation in promoting IR via reduced MeCP2 occupancy, which in turn perturbs the recruitment of splicing factors such as Tra2b, leading to RNA Pol II stalling.

## Results

### IR correlates with high CpG density and low gene expression

We performed fluorescence-activated cell sorting (FACS) of primary mouse promyelocytes and granulocytes isolated from mouse bone marrow according to our established protocol (Supplementary Fig. 1a,b)^2^. Our previous conservative algorithm to detect IR identified 121 introns from 86 transcripts that show differential IR in granulocytes compared to promyelocytes^2^. We have now refined our previous IRFinder algorithm to better estimate IR from sequencing reads and to include more introns in our analysis. This is achieved mainly by removing biases such as low mappability and overlapping features but also using split reads as a measure of correct splicing surrounding IR (Methods section). This method allows for a more sensitive detection of IR and of differential IR. Reanalysis of our data estimates 737 differentially retained introns (*P*<0.05, Audic and Claverie test) between the two cell types out of a total of 3,200 and 3,888 introns retained (IR level ≥10%) in promyelocytes and granulocytes, respectively. Of these 737 differentially retained introns, substantially more introns (687/737, 93.22%) showed higher levels of retention in granulocytes (Supplementary Fig. 1c); consistent with our previous report^2^. Gene ontology analysis (Supplementary Fig. 1d) again reinforced significant representation of features associated with granulopoiesis and granulocyte maintenance, including nuclear lamina^2^,^19^ as well as metabolic and catabolic processes involving different types of lipids^20^,^21^,^22^.

Retained introns were significantly shorter in nucleotide length than non-retained introns (*P*<1.00e-16, *t*-test, Supplementary Fig. 1e). Retained introns were also significantly associated with higher intronic GC content and CpG density (*P*<0.05, *t*-test, Supplementary Fig. 1f,g), and higher CpG density near their flanking exon–intron boundaries (*P*<0.05, *t*-test, Supplementary Fig. 1g).

Consistent with previous reports^2^,^9^ we also found that higher IR levels were associated with lower expression of coding mRNA in promyelocytes and granulocytes (Supplementary Fig. 1h,i). These results indicate downregulation of gene expression via IR-triggered NMD or sequestering of intron-detained transcripts in the nucleus as previously reported^1^,^2^,^8^,^9^.

Notably, the average distance between two genes with a retained intron was significantly shorter than the average distance between two randomly selected genes (*P*<1.00e-16, *t*-test, Supplementary Fig. 2a). Moreover, introns are frequently retained in the same gene and these are often adjacent to each other (*P*<1.00e-16, *t*-test, Supplementary Fig. 2b). This result not only reflects that multiple tandem introns are being retained in a given transcript but that IR may concomitantly affect many RNA transcripts encoded by neighbouring genes within the same chromosomal region.

### Reduced DNA methylation at splice junctions marks IR

DNA methylation occurs predominantly at CpG dinucleotides in mammals^23^. Changes in DNA methylation levels have established roles in the regulation of other modes of splicing including exon-inclusion and skipping^12^,^13^,^18^,^24^. Therefore, the strong association between increased CpG density and IR (Supplementary Fig. 1g) prompted us to investigate whether DNA methylation also regulates IR. In order to determine the association between DNA methylation and IR, we performed whole-genome bisulfite sequencing (WGBS) on genomic DNA from promyelocytes and granulocytes. 

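Whole-genome bisulfite sequencing gives, at each CpG, the percent of reads that carry a methylated cytosine. Promyelocytes, the precursors in which the primary granules form, and granulocytes, the mature cells, were sorted from the bone marrow of C57BL6/J mice aged 8 to 10 weeks, and 1 library was sequenced per cell type. There were therefore no replicates, no difference between the cell types was tested, and no paired analysis was possible because each cell type has 1 library. The paper's totals are 560000000 aligned paired-end reads for promyelocytes and 633000000 for granulocytes. The authors aligned the reads to GRCm38/mm10, calculated beta values with Bismark v0.9.0 and kept CpGs covered by more than 5 reads. The values are percentages without the number of reads behind them, so the depth of a single CpG is unknown beyond this minimum, and no binomial interval and no count test could be given. Both cell types had a value at the same 17358614 CpGs, which is 79.4% of the CpGs of the chromosomes. From there, every CpG was given the same weight, and values were averaged over windows around 222925 distinct introns of at least 50 bp from the protein-coding transcripts of GENCODE M21. Differences are percentage points, granulocyte minus promyelocyte. An SD beside a mean describes the spread between CpGs and is not an error between animals.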

A total of 560 million and 633 million paired-end reads were aligned to the mouse genome (mm10) for promyelocytes and granulocytes, respectively. To measure the methylation level of each CpG in the genome, the beta value was calculated for each CpG (Methods section). 

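Methylation was slightly lower across the genome of granulocytes than of promyelocytes. The mean over all CpGs was 84.6% in promyelocytes (SD between CpGs 22.0, median 91.8%) and 81.7% in granulocytes (SD 23.6, median 89.8%), a mean difference of −2.94 points with an SD of 11.4 between CpGs. CpGs at least 10 points lower in granulocytes made up 20.1% of the total, and 8.22% were at least 10 points higher. At 50 points, 86476 CpGs were lower and 8004 were higher. Promoters of protein-coding genes, taken from 1000 bp upstream to 500 bp downstream of the start site, were the least methylated part of the genome, at 35.0% in promyelocytes and 33.5% in granulocytes. Exons stood at 87.1% and 85.1%, introns at 85.6% and 82.9%, and DNA outside protein-coding genes at 85.6% and 82.3%. Across CpGs, which are not independent replicates, the 2 libraries had a Pearson correlation of 0.877.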

Sharp transitions in DNA methylation patterns are known to mark splice junctions, suggesting that these signals may be crucial for the recognition of exons and introns^25^. 

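Over all 222925 introns, mean methylation was lowest over the region around the 5′ splice junction and highest over that around the 3′ splice junction in both cell types. These regions hold exon and intron, and the extremes did not lie at the junctions. With both cell types together, the lowest window, at 72.1%, lay 70 to 80 bp into the intron from the 5′ junction. The highest, at 87.0%, lay 70 to 80 bp into the exon from the 3′ junction. In promyelocytes the mean over the 20 windows of 10 bp was 78.6% around the 5′ junction, 81.4% in the middle of the intron and 85.4% around the 3′ junction. In granulocytes the same means were 76.8%, 79.2% and 83.3%, differences of −1.86, −2.21 and −2.07 points. With first introns left out of 1 transcript per gene, an alternative chosen after the values were seen, the means of both cell types together were 86.5% at the 5′ junction, 86.0% in the middle and 87.6% at the 3′ junction, so the 5′ junction no longer lay below the middle. No test was made, since each cell type has 1 library, and introns that were retained were not told apart here.

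**Figure D1:**
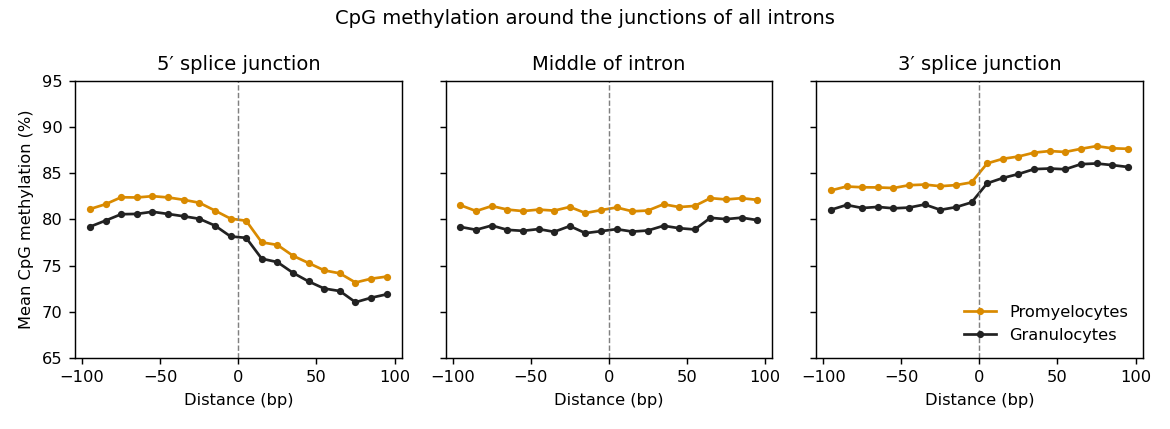
Mean CpG methylation in percent (vertical axis, from 65% to 95%) by distance in bp from the 5′ splice junction, the middle of the intron and the 3′ splice junction of 222925 introns, in windows of 10 bp. Each point is the mean over the CpGs of a window, in promyelocytes (orange) or granulocytes (black), and negative distances lie upstream. The granulocyte line lies below the promyelocyte line by −1.86 points on average at the 5′ junction and by −2.07 points at the 3′ junction.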

We measured the levels of DNA methylation within ±100 bp of 5′ or 3′ splice junctions of all introns in promyelocytes and granulocytes. Significantly lower DNA methylation levels exist near both 5′ and 3′ junctions of retained introns compared to non-retained introns (*P*=2.06e-15 and 7.61e-12, *t*-test, respectively; Fig. 1a). This result indicates that reduced DNA methylation marks the junctions of introns that are more likely to be retained (Fig. 1a). Significantly lower DNA methylation levels also occurred within a 200-bp region spanning the middle of retained introns (*P*=6.77e-12, *t*-test, Fig. 1a).

Of 737 differentially retained introns in granulocytes and promyelocytes, 125 (16.9%) showed reduced DNA methylation levels by ≥10% near splice junctions or within introns when IR levels increased in either cell type. This result indicates that DNA methylation-associated IR events may occur at a similar frequency as BS69-associated IR events^10^. 

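CpGs within 100 bp of the splice junctions were less methylated in granulocytes at the numbered introns of 7 of 8 genes with roles in granulocytes, and in the last, Coro1a, at other introns than the numbered one, which had no CpG with a value in these windows. The paper lists these genes for such changes, so the tally is not independent of its choice. Intron 2 of S100a8, a subunit of calprotectin, lies on chromosome 3 from 90669683 to 90669838, and its level was 93.2% ± 6.26 (SD between 4 CpGs) in promyelocytes and 24.5% ± 10.5 in granulocytes, a difference of −68.7 points. Intron 2 of S100a9, the other subunit (chromosome 3, 90692935 to 90695132), had 1 CpG in the windows, at 92.3% and 8.33%, and a difference of −54.2 points over 5 CpGs with 200 bp on either side. Intron 3 of Ngp, which encodes a protein of neutrophil granules (chromosome 9, 110421783 to 110422271), stood at 95.2% ± 5.60 (6 CpGs) and 58.3% ± 28.3, a difference of −36.9 points. Intron 3 of Gadd45a, a gene induced by DNA damage (chromosome 6, 67035773 to 67036677), had 45.1% ± 19.0 (5 CpGs) and 4.64% ± 4.60, and its difference was −14.5 points with 50 bp and −26.0 with 200 bp on either side. Intron 1 of Mmp8, the neutrophil collagenase (chromosome 9, 7558644 to 7560431), had 83.9% ± 11.5 (9 CpGs) and 57.9% ± 33.5, with a difference of −10.7 points at the 5′ junction on its own.
Differences were smaller at Lmnb1, which encodes lamin B1 of the nuclear lamina, and at Atf4, a transcription factor of the stress response. Lmnb1 intron 5 (chromosome 18, 56733338 to 56739820) went from 82.0% ± 25.4 (10 CpGs) in promyelocytes to 68.3% ± 29.8 in granulocytes, a difference of −13.7 points, and Atf4 intron 2 (chromosome 15, 80256522 to 80256633) from 56.0% ± 29.7 (6 CpGs) to 41.7% ± 32.2. Of introns with a like number of CpGs and a promyelocyte level within 5 points, 9.31% had a difference as low as Lmnb1 and 11.4% as low as Atf4, against 2.40% for Mmp8, 0.995% for Gadd45a, 0.102% for Ngp, 0.0213% for S100a9 and 0.00796% for S100a8. For Lmnb1 the difference was −9.105 points with 200 bp on either side, −22.4 at the 5′ junction on its own and −0.566 at the 3′ junction on its own. For Atf4 it was −9.20 at the 3′ junction on its own. Intron 1 of Coro1a, an actin-binding coronin (chromosome 7, 126703175 to 126704651), had 8 CpGs within 200 bp of its junctions, each at 0 in both cell types, and in another transcript the intron (126703175 to 126703968) had 3 CpGs within 100 bp, also at 0. Its introns 7, 8 and 9 differed by −21.7, −15.8 and −24.1 points, and introns 6 and 10 by −9.09 and −1.86. At Ngp, S100a8, S100a9 and Atf4, CpGs of the gene outside the junction windows differed by −50.6, −51.9, −45.1 and −15.4 points, so in these 4 genes the lower level was not restricted to the junctions. At Lmnb1 and Mmp8 they differed by −2.99 and −3.49 points, and at Gadd45a by −7.75 points from a promyelocyte level of 8.64%, which left little room for a larger fall. Over the whole intron, with its part of the junction windows, Lmnb1 intron 5 differed by −10.5 points (73 CpGs) and Mmp8 intron 1 by −11.1 (17 CpGs). The small differences over the genes Lmnb1 and Mmp8 therefore do not show a change restricted to the junctions. The intron numbers of Mmp8, Coro1a, S100a9 and Gadd45a were read from the axis of Fig. 3b. The paper sets such levels beside the IR of the same introns, measured by RNA-seq that was not analysed here, and from the pairing it reasons that these changes of DNA methylation are associated with IR.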

Importantly, IR-associated DNA methylation changes affect numerous genes, including those relevant to granulopoiesis and granulocyte functions: *Lmnb1* (refs 2, 19), *Ngp* (ref. 26), *S100a8* (ref. 27), *Mmp8* (ref. 28), *Coro1a* (ref. 29), *S100a9* (ref. 27), *Gadd45a* (ref. 30) and *Atf4* (ref. 31; Fig. 1b,c and Supplementary Fig. 3). Clonal bisulfite sequencing confirmed lower DNA methylation levels are associated with increased IR levels for *Lmnb1* intron 5, *Ngp* intron 3 and *S100a8* intron 2 in granulocytes (Fig. 1d).

### Reduced DNA methylation associated with IR is widespread

We next set out to determine the extent of IR events that are marked by reduced DNA methylation near splice junctions. We analysed publicly available matched RNA-seq and methylome data from normal and cancer cells, including mouse primary and reprogrammed fibroblasts, human embryonic stem cell lines (H1 and H9), a human lung fibroblast cell line (IMR90), a human colon cancer cell line (HCT116) and human neuron progenitor cells (see Supplementary Table 1 for details). Consistent with our findings in myeloid cells, significantly lower DNA methylation levels were observed near 3′ splice junctions flanking retained compared to non-retained introns in all cell types examined (*P*<9.22e-8 in all cases, *t*-test, Fig. 2a). Lower DNA methylation levels near 5′ splice junctions were significantly associated with retained introns in the H1 cell line and human neuron progenitors, but not in other cells (Fig. 2a). Lower levels of DNA methylation were also present within the body of retained introns compared to non-retained introns in all cell types (*P*<1.33e-5 in all cases, paired *t*-test, Supplementary Fig. 4a). Overall, lower DNA methylation levels near 3′ splice junctions and within introns consistently distinguished retained from non-retained introns in all cell types examined, demonstrating conservation of this phenomenon in human and mouse biology.

### Inhibition of DNA methylation increases intron retention

To determine whether DNA methylation changes can directly alter IR levels, we reanalysed RNA-seq data of cells with reduced DNA methylation, achieved via 5-Aza-2′-deoxycytidine (5-Aza) treatment or *Dnmt*-knockout (*Dnmt*-KO; see Supplementary Table 1 for details). *DNMT1* is the maintenance DNA methyltransferase while both *DNMT3A* and *3B* direct *de novo* DNA methylation within coding regions, and their binding patterns exhibit a high degree of overlap^32^. We identified 6,446, 1,844 and 20 differentially retained introns in *Dnmt3a* and *3b*-double-KO mouse B cells, *Dnmt*3a and *3b-*double-KO haemopoietic stem cells (HSCs) and 5-Aza-treated leukaemic OCI-AML3 cells compared to respective wild type and untreated cells. The number of introns exhibiting increased IR levels (*Dnmt3a* and *3b*-double-KO mouse B cells: 6418/6446, 99.57%; *Dnmt3a* and *3b*- double-KO HSCs: 977/1844, 52.98%; 5-Aza-treated OCI-AML3: 15/20, 75%) was significantly more than introns with decreased IR levels in all three cell types (*P*<0.05, binomial test, Fig. 2b and Supplementary Fig. 4b). These results indicate that inhibition of DNA methylation is more likely to promote than inhibit IR. Notably, a lower percentage of introns with increased IR levels was observed in *DNMT3B* and hypomorphic *DNMT1* double-KO HCT116 cells (224/613, 37%) compared to control (*P*<0.05 binomial test) (Supplementary Fig. 4b). This discrepancy may be due either to incomplete *DNMT1* loss or the compensatory presence of *DNMT3A*.

We also treated the mouse promyelocyte cell line, MPRO, with 5-Aza, to determine the changes in the levels of nine intron-retaining transcripts following DNA demethylation. These intron-retaining transcripts were selected from those showing increased IR and concomitantly reduced DNA methylation levels in granulocytes compared to promyelocytes (Fig. 1b–d and Supplementary Fig. 3). 

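In the WGBS of primary cells, the introns of these 9 transcripts, with those of Mmp8, S100a9, Gart and Gadd45a numbered from the axis of Fig. 3b, were each at least 10 points less methylated near their junctions in granulocytes, with a median difference of −36.9 points. The paper selected them for lower methylation in granulocytes, so this tally restates the selection and tests nothing. Intron 8 of Spata13, which encodes a guanine nucleotide exchange factor, lies on chromosome 14 from 60750143 to 60751634. Its 9 CpGs averaged 71.5% ± 19.1 (SD between CpGs) in promyelocytes and 29.3% ± 35.3 in granulocytes, and 0.482% of introns of like level and CpG number had a difference as low. The 5 CpGs at its 5′ junction had 57.3% in promyelocytes and 0 in granulocytes, and the 4 at its 3′ junction 89.2% and 66.0%. Over the whole intron the difference was −47.5 points (29 CpGs), so it was not restricted to the junctions. Outside the junction windows the Spata13 gene, with the rest of this intron included, differed by −5.29 points over 1574 CpGs. Intron 19 of Gart, an enzyme of purine synthesis (chromosome 16, 91623035 to 91623370), had 75.2% ± 23.9 (4 CpGs) in promyelocytes and 50.8% ± 20.2 in granulocytes, and 5.07% of like introns had a difference as low. Its difference came from the 3′ junction, with −31.1 points over 3 CpGs, against −4.62 at the 1 CpG of the 5′ junction and 0.0 at the 1 CpG within 50 bp. Of 21 measured introns of Gart, 5 were at least 10 points lower, and introns 11 (−31.9) and 14 (−25.5) lay below intron 19. Outside the junction windows of intron 19 the gene differed by −6.43 points over 332 CpGs.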

Since IR typically leads to NMD, we also inhibited NMD using caffeine treatment to measure the changes in IR when RNA degradation is limited. In three IR-affected genes, decreased DNA methylation levels near 5′ or 3′ splice sites in the DNA were associated with significant increases in IR levels (Fig. 2c–e). For *Lmnb1*, the IR levels were significantly increased by >four-fold with (0 μM Aza: 7 μM Aza +caffeine, *P*=0.0182, *t*-test) and without NMD inhibition (0 μM Aza: 7 μM Aza, *P*=0.0136, *t*-test; Fig. 2c). For *Ngp* and *Spata13*, significant increases in IR levels by >6 (*P*=0.0374, *t*-test) and >4-fold (*P*=0.0208, *t*-test), respectively, were achieved following NMD inhibition (Fig. 2d,e). For the remaining six transcripts, IR levels did not change following 5-Aza treatments (Fig. 2f and Supplementary Fig. 4c–g). For five genes (*Mmp8*, *S100a9*, *Gart*, *Gadd45a* and *Atf4*), these results may be explained by the lack of changes in DNA methylation levels near 5′ or 3′ splice sites despite 5-Aza exposure (Supplementary Fig. 4c–g). For *S100a8*, constitutive DNA methylation levels were low in untreated MPRO cells (average DNA methylation of 31% compared to 76% in primary promyelocytes), and further demethylation by 5-Aza failed to alter IR levels (Fig. 2f). Notably, treatment with a lower concentration of 3 μM 5-Aza- was insufficient to cause substantial decrease in DNA methylation levels near 5′ or 3′ splice sites of all 10 introns (Fig. 2c–f and Supplementary Fig. 4c–g). We conclude that because no significant changes in DNA methylation levels were detected in cells treated with lower dose 5-Aza compared to untreated controls, there was no significant difference produced in IR levels. Overall, our data indicate that when DNA methylation levels near 5′ or 3′ splice sites flanking introns are substantially reduced, there is an increase in IR levels.

### IR splice sites show reduced MeCP2 binding

Reduced DNA methylation levels near splice junctions can reduce the binding of MeCP2 (ref. 33), which has previously been shown to regulate exon inclusion^12^. 

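MeCP2 ChIP-seq yields peaks, stretches of DNA where reads from the precipitate of the methyl-CpG-binding protein MeCP2 exceed those from input DNA. For each cell type the study sequenced 2 ChIP and 2 input libraries, and the values used here are 1 list of peaks per cell type, with no replicate values, so no difference between the lists was tested. The paper's text does not name whether replicates were pooled, and the number of reads per library is not given in the sources used here. The authors mapped reads to mm10 with Bowtie2, called peaks with MACS2 at an extension size of 250 nt and a q-value cutoff of 0.05, and reported the fold enrichment over input of each peak. These folds are the authors' and describe peaks within a list. Promyelocytes had 147747 peaks covering 56.2 Mb (2.06% of the genome), with a median fold of 2.92 between 1.16 and 13.0. Granulocytes had 157788 peaks covering 62.3 Mb (2.28%), with a median fold of 3.87 between 1.21 and 15.9. By bedtools, 80.3% of promyelocyte peaks shared at least 1 bp with a granulocyte peak, and 74.9% of granulocyte peaks with a promyelocyte peak. With a fold of at least 4 the lists held 22992 promyelocyte and 73232 granulocyte peaks, and the shares were 49.9% and 15.7%. Both lists were cut at this fold before the overlap was counted, and the shorter promyelocyte list limits the granulocyte share. Of granulocyte peaks of this fold with a CpG value, 47808 overlapped a promyelocyte peak of any fold and 16365 did not. For promyelocyte peaks of this fold the numbers were 13348 and 6955. Peaks found in both lists stood in DNA with 87.0% methylation in promyelocytes, promyelocyte-only peaks in DNA with 88.2%, and granulocyte-only peaks in DNA with 70.7%. The gap of 17.5 points between the last 2 was 13.3 without peaks at promoters and, with only granulocyte-only peaks in the top 25% of folds of their list, 7.46, both settings added after the data were seen.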

To determine whether altered MeCP2 binding is involved in the regulation of IR, we performed genome-wide MeCP2 chromatin immunoprecipitation sequencing (ChIP-seq) in mouse promyelocytes and granulocytes. Consistent with IR-associated reductions in DNA methylation levels (Fig. 1a), a significantly lower density of MeCP2 binding was observed near 5′ and 3′ splice junctions, and in the middle of retained compared to non-retained introns (promyelocytes and granulocytes combined, *P*=9.55e-15, 1.24e-14 and *P*<1.00e-16 respectively, *t*-test, Fig. 3a).

Using chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR), we measured the specific levels of MeCP2 binding near splice junctions flanking twelve introns that are subject to DNA methylation-associated increased IR in granulocytes compared to promyelocytes (Fig. 3b). 

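At the introns named on the axis of Fig. 3b and in the text as having higher IR in granulocytes, WGBS showed lower methylation near the junctions in most cases. The paper names them for higher IR associated with methylation, so their tally, also beside the non-retained introns, follows from that choice and is no independent test. Of 12 such introns, 11 had a CpG with a value within 100 bp of a junction, and 10 of these were at least 10 points lower in granulocytes. The median difference was −26.0 points, and the range was −84.0 to −2.42. Intron 6 of Mki67, which encodes the proliferation marker Ki-67 (chromosome 7, 135705786 to 135707360), had 86.7% ± 10.4 (SD between 5 CpGs) in promyelocytes and 76.0% ± 36.7 in granulocytes, with a difference of 3.13 at the 5′ junction, −31.4 at the 3′ junction, −22.4 with 50 bp and −18.3 with 200 bp on either side, and 8.57% of introns of like level and CpG number had a difference as low. Intron 3 of Fth1, the heavy chain of ferritin (chromosome 19, 9984328 to 9984559), was the exception, at 4.33% ± 4.57 (7 CpGs) and 1.90% ± 5.04, with a difference of −1.36 with 50 bp, −5.0 with 200 bp, −6.74 at the 5′ junction and 3.33 at the 3′ junction. Counted in the transcript with the fewest exons, a choice made after the values were seen, its intron 3 spans 9984686 to 9984780, with 57.0% and 35.7%, and 11 of 11 introns were then at least 10 points lower. Of 5 introns that the paper names as non-retained, 5 stayed within 10 points. Among these, intron 24 of Nomo1 (chromosome 7, 46070903 to 46072497) had 92.9% and 91.6%, and intron 2 of Pam (chromosome 1, 97975906 to 97976856) 48.6% and 49.7%. The MeCP2 ChIP-qPCR itself was not analysed here.

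**Figure D2:**
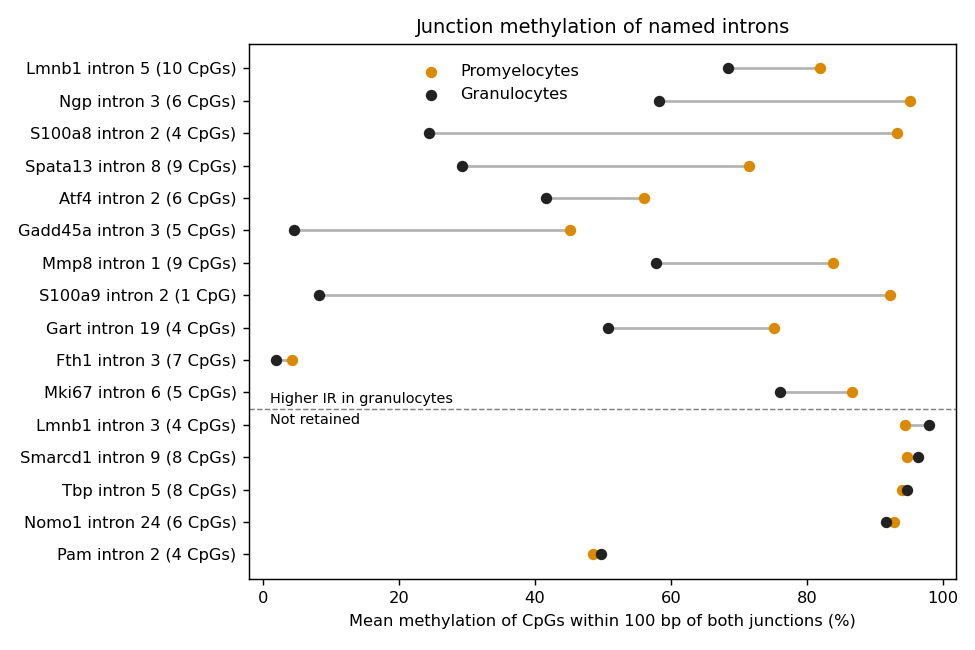
Mean methylation in percent of the CpGs within 100 bp of both splice junctions (horizontal axis) of 16 named introns, in promyelocytes (orange) and granulocytes (black), 1 library each. The dashed line parts introns with higher IR in granulocytes from non-retained ones, and the number of CpGs stands beside each name. Differences run from −84.0 to −2.42 points above the line and from −1.28 to 3.48 points under it.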

Significantly reduced levels of MeCP2 binding near splice junctions (*P*<0.05, *t*-test) were observed in 8/12 introns (Fig. 3b) in association with reduced DNA methylation levels at these sites (Fig. 1c,d and Supplementary Fig. 3). No difference in MeCP2 binding was found near splice junctions of four randomly selected non-retained introns, or in the positive and negative controls for MeCP2-ChIP-qPCR (Fig. 3b). In 5-Aza-treated MPRO cells, reduced MeCP2 binding near splice junctions flanking *Lmnb1* intron 5 and *Ngp* intron 3 was also observed (Fig. 3c); concomitant with reduced DNA methylation levels and increased IR levels (Fig. 2c,d). MeCP2 occupancy at the 3′ splice junction of *Atf4* intron 2 did not change (Fig. 3c); consistent with the unaltered low or absent DNA methylation levels following 5-Aza treatment (Supplementary Fig. 4g). These data support the direct involvement of DNA methylation-dependent MeCP2 binding in regulating IR of these genes.

To determine if MeCP2 directly regulates IR more generally, we compared differential IR between matched wild type and *MeCP2*-knockdown and -knockout cells and tissues by analysing publicly available RNA-seq data. Of the differential IR events, we detected predominantly increased IR in all cell and tissue types examined including: IMR90 (719/1022, 70.35%), mouse cerebellum (134/206, 65.05%), mouse peritoneal macrophage (59/91 64.84%) and mouse visual cortex cells (32/46, 69.57%; Fig. 3d and Supplementary Fig. 5a,b). These results indicate that depletion of MeCP2 significantly enhances IR in diverse cell and tissue types (*P*<0.05 in all cases, binomial test, Fig. 3d, and Supplementary Fig. 5a,b).

### IR is associated with increased RNA Pol II stalling

Accumulation of RNA Pol II in alternatively spliced exons can promote their inclusion^13^. This process could be mediated through increased MeCP2 densities within exons, which act as a ‘go slow' signal to promote splice site recognition^12^. Accumulation of the elongating form of RNA Pol II (Pol II Ser2p) near splice junctions has been associated with increased IR levels^9^. We analysed the association between MeCP2 and Pol II Ser2p occupancies within differential intron-retaining genes in promyelocytes and granulocytes using ChIP-qPCR. Consistent with the pattern of reduced DNA methylation (Fig. 1c,d), significantly lower densities of MeCP2 were observed near the 5′ splice junctions of the three introns associated with higher IR levels in granulocytes (*P*<0.05, *t*-test; Fig. 4a). For intron 3 of *Ngp* and intron 2 of *S100a8* in granulocytes, the biggest differences in MeCP2 densities were detected near the 3′ splice junctions (*P*<0.05, *t*-test; Fig. 4a). Pol II Ser2p densities were elevated in introns subject to higher IR levels in granulocytes (Fig. 4b). Furthermore, Pol II Ser2p accumulated at the 3′ splice junctions of all three retained introns (*P*<0.05, *t*-test; Fig. 4b), consistent with a previous analysis of published data^9^. As a control, we noted that MeCP2 and Pol II Ser2p densities were not significantly different between promyelocytes and granulocytes within constitutively spliced intron 3 of *Lmnb1*, intron 9 of *Smarcd1* and intron 5 of *Tbp*, and their flanking exons (Fig. 4c,d). Collectively, our data indicate that lower DNA methylation levels and consequent reduced MeCP2 binding to the DNA that encodes retained introns is associated with increased RNA Pol II stalling within these introns, predominantly near the 3′ splice junctions.

### IR is associated with reduced splicing factor recruitment

Our results (Fig. 4a,b) indicate an anti-correlation between MeCP2 and Pol II Ser2p densities within introns and near their flanking splice junctions. Thus, the lower MeCP2 levels in granulocytes could not act as a ‘go slow' signal to promote Pol II Ser2p stalling for efficient splice signal recognition. Stalling of Pol II Ser2p has been reported as a consequence of reduced splicing factor recruitment^15^,^16^. Since MeCP2 has previously been shown to bind or recruit splicing factors to pre-mRNAs^34^,^35^,^36^, we hypothesize that Pol II Ser2p stalling in retained introns is consequent to reduced MeCP2-mediated recruitment of splicing factors. To determine splicing factors that associate with MeCP2 in mouse promyelocytes and granulocytes, we performed Rapid Immunoprecipitation Mass Spectrometry of Endogenous Proteins (RIME; Fig. 5a).

RIME identified 39 proteins that co-immunoprecipitated with MeCP2 in promyelocytes and or granulocytes, of which 14 (36%) have previously been reported as MeCP2-binding partners (Supplementary Table 2). Histone and ribosomal RNA proteins are amongst those associated with MeCP2 in these cell types, consistent with previous reports^35^,^37^. Five of these proteins were detected in both cell types (Fig. 5b and Supplementary Table 2). Seven splicing factors (five from the Sr family proteins^38^) co-immunoprecipitated with MeCP2 in promyelocytes but not granulocytes (Fig. 5b and Supplementary Table 2), indicating that one or more of these splicing factors may be associated with MeCP2-mediated splicing events specific to promyelocytes where IR is low. Gene ontology analysis also demonstrated a statistically significant enrichment of splicing-associated functions for proteins that were bound to MeCP2 in promyelocytes but not granulocytes (Supplementary Fig. 5c,d). Of these proteins, Tra2b has recently been shown to be important for efficient AS in human and xenopus cells^39^,^40^, with IR being the dominant mode of splicing affected when Tra2b is knocked down^39^.

We further examined whether reduced MeCP2-mediated Tra2b recruitment could account for reduced splicing leading to IR. Another consequence of this model would be that Tra2b is recruited by MeCP2 to promote splicing in promyelocytes. There is no substantial difference in the MeCP2 and Tra2b protein levels in promyelocytes and granulocytes (Supplementary Fig. 5e,f). RNA immunoprecipitation (RNA-IP) followed by qPCR with reverse transcription (RT-qPCR) showed that binding of MeCP2 and Tra2b to their known interacting RNA, *Malat1* and *Tra2a*, was not significantly different in promyelocytes and granulocytes (Fig. 5c,d). In contrast, there was a significantly reduced association of MeCP2 with *Lmnb1* and *Ngp* transcripts, both of which showed higher IR levels in granulocytes (*P*<0.05, *t*-test; Fig. 5e). A non-significant trend of reduced MeCP2 binding was also observed at *S100a8* in granulocytes (Fig. 5e). Importantly, the pattern of Tra2b enrichment copied that of MeCP2 (Fig. 5f), indicating that these two proteins function together to promote splicing. The levels of association between MeCP2 and Tra2b with constitutively spliced *Smarcd1* and *Tbp* transcripts were not significantly different in promyelocytes and granulocytes (Fig. 5g,h).

We further investigated whether Tra2b and MeCP2 act together in a complex that regulates splicing by performing sequential RNA-IP with antibodies against Tra2b and MeCP2 (RNA-IP-reIP). Our RNA-IP-reIP assays consistently detected de-enrichment of concomitant Tra2b and MeCP2 binding to *Lmnb1*, *Ngp* and *S100a8* transcripts that increased in IR levels in granulocytes compared to promyelocytes (*P*<0.05, *t*-test; Fig. 5i). The levels of concomitant Tra2b and MeCP2 binding to non intron-retaining *Smarcd1* and *Tbp* transcripts were not significantly different (Fig. 5i). Thus, when MeCP2 and Tra2b reduce their interaction with mRNA there is a consequent increase in IR.

Our data support a model where MeCP2 regulates splicing via recruitment of splicing factors, such as Tra2b (Fig. 6). IR may occur in cases where lack of MeCP2 binding to the DNA and RNA results in less efficient recruitment of the Tra2b and potentially other splicing factors (Fig. 6).

## Discussion

Until recently, IR has been the least understood mode of splicing in terms of its role in normal physiology and disease. As a result of recent work by our group and others, it is now established that IR is a conserved mechanism that regulates cell differentiation and plasticity in normal tissues and is implicated in diverse human cancers^1^,^2^,^8^,^9^,^41^,^42^,^43^. For example, IR underlies normal differentiation and physiological cellular functions in granulopoiesis, erythropoiesis, megakaryopoiesis and lymphopoiesis^2^,^7^,^8^,^44^. It is also a mechanism of tumour suppressor gene inactivation in diverse cancers^43^. In this work we sought to understand the molecular mechanisms underlying IR as a foundation to establish why specific introns are retained whereas others are not.

Since DNA methylation is known to regulate other forms of splicing, we explored its role in controlling IR. Two models of splicing regulation via DNA methylation have been proposed: ‘kinetic' and ‘recruitment'. The former involves ‘go slow' signal proteins reflecting DNA methylation changes, to reduce the rate of RNA Pol II elongation and promote recognition of splice sites^12^,^13^. The ‘recruitment model' applies to cases where DNA methylation directly recruits splicing factors to promote splicing^18^. Our results demonstrate a previously unrecognized link between the ‘kinetic' and ‘recruitment' models of splicing regulation, revealed by examining protein complexes associated with DNA methylation. We have established that reduced DNA methylation decreases the binding of MeCP2 to the DNA and RNA, which in turn reduces splicing and consequently increases IR (Figs 3 and 4). In support of this model we showed that splicing factors, such as Tra2b, are less efficiently recruited to RNA, and are associated with RNA Pol II stalling near the splice junctions flanking retained introns and within retained introns themselves (Fig. 4). Subsequently, splicing repressors may be recruited following RNA Pol II stalling to stabilize IR (ref. 9).

Our data indicate that DNA methylation changes are associated with approximately one in every six differential IR events in myeloid cells. This observation reveals the complexity of splicing and IR regulation, which may involve many different epigenetic factors and associated proteins. Indeed, H3.3K36me3 mediated recruitment of BS69 is known to promote IR by antagonizing the activity of the spliceosome via its interaction with snRNPs, including EFTUD2 (ref. 10). While BS69 has also been shown to repress RNA Pol II elongation^45^, this work was performed in U20S cells rather than HeLa cells where the IR-promoting role of BS69 was reported. Thus, the possibility that BS69 plays a dual role in linking the ‘kinetic' and ‘recruitment' models of splicing remains to be determined. BS69 also binds to several core splicing factors including PRPF8, SRSF1 and SRSF4 (ref. 10). BS69 may act as a physical barrier that prevents splicing factors from accessing nascent RNA while promoting the recruitment of splicing repressors via inhibition of transcription elongation. Alternatively, repression of transcription elongation may result from less efficient splicing factor recruitment, as we proposed in our model of IR regulation based on DNA methylation and MeCP2 (Fig. 6).

It is important to recognize that AS can also be modulated by the ratio of DNA methylation to hydroxymethylation^46^. While we have utilized bisulfite sequencing, which cannot discriminate between DNA methylation and DNA hydroxymethylation, the levels of DNA hydroxymethylation in granulocytes are low^47^. Thus, the majority of unconverted cytosines we detected in granulocytes following bisulfite sequencing are most likely methylated cytosines. Whether DNA hydroxymethylation also regulates IR is unknown. This question will need to be explored in cells or tissue with high levels of DNA hydroxymethylation, and using sequencing methods that specifically detect this type of DNA modification^48^.

Although intragenic DNA demethylation has been associated with reduced gene expression in cancers^49^, it remains to be shown whether this occurs via aberrant IR-triggered NMD. The DNA methylation inhibitor, 5-Aza, is FDA-approved for the treatment of myelodysplastic syndromes and is in clinical trials for diverse cancers^50^,^51^. The extensive association between reduced DNA methylation and increased IR that we have shown in diverse tissue types indicates that global demethylation induced by 5-Aza may exert effects, which promote aberrant IR.

In conclusion, we have discovered a causative role of DNA methylation changes in the regulation of IR via MeCP2 binding and splicing factor recruitment. Our findings reveal another mechanism that controls splicing and IR in diverse tissue types. Further understanding of this mechanism in the development of cancers, and its impact in patients receiving DNA methylation inhibitors may contribute to improved therapeutic strategies.

*Note added in proof:* At the proof stage of this manuscript, our software article detailing the IRFinder algorithm, Middleton *et al*.^52^, was published.

## Methods

### Primary cells and cell lines

Eight–10-week-old C57BL6/J mice were obtained from the Animal Resource Centre (Perth, Australia). All mouse experiments were performed in a specific pathogen-free facility with approval from the Royal Prince Alfred Hospital Animal Ethics Committee (Protocol no. 2013/045). The FACS strategies for promyelocytes and granulocytes are shown in Supplementary Fig. 1a as previously published^2^,^53^. Briefly, harvested bone marrow cells were incubated with lineage specific antibodies conjugated to biotin: B220 (BioLegend 103204, 1:200), CD19 (BioLegend 115504, 1:200), CD3 (BioLegend 100304, 1:200), Sca–1(BioLegend 108104, 1:200), together with anti–Gr–1–fluorescein isothiocyanate (FITC; Biolegend 108406, 1:200), anti–cKit–phycoerythrin (PE; Becton Dickinson 553355, 1:200), anti–CD34–Alexafluor 660 (eBioscience 50-0341-82, 1:100) and anti–CD16/32–PerCP/Cy5.5 (Becton Dickinson 560540, 1:400) antibodies. Cells were washed twice in phosphate-buffered saline (PBS) with 2% (volume per volume) foetal bovine serum (HyClone, GE Healthcare Life Sciences) and incubated with streptavidin–APC–Cy7 (BioLegend 405208, 1:1,000). Following two additional washes in PBS with 2% (volume per volume) foetal bovine serum, the cells were sorted into 15 ml collection tubes on a BD Influx Cell Sorter (BD Biosciences). Morphological confirmation of promyelocytes and granulocytes was performed following May-Grünwald Giemsa staining of cells spun onto poly-L-lysine slides (Supplementary Fig. 1b). MPRO cells were maintained in DMEM media supplemented with 5% foetal bovine serum (Hyclone, GE Healthcare Life Sciences), 10% BHK-HM5 conditioned medium made in-house by collecting and filtering the DMEM media in which BHK/HM5 cells were cultured for 96 h to produce granulocyte macrophage colony-stimulating factor, 5 U ml^−1^ penicillin, 5 μg per ml streptomycin sulfate and 2 mM L-glutamine.

### DNA methylation analysis

Genomic DNA extracted from cells was bisulfite-converted using the EZ DNA Methylation-Gold Kit (Zymo Research, Orange, CA, USA), according to the manufacturers' instructions. For WGBS analyses, libraries were prepared from bisulfite-converted samples and sequenced on an Illumina HiSeq2000 platform at Macrogen Inc. (Korea). For gene-specific clonal bisulfite sequencing, bisulfite-converted DNA was amplified using primers that equally amplify methylated and unmethylated template. Primer sequences are provided in Supplementary Table 3. PCR amplicons were cloned into pGEM-T Easy vectors (Promega, Madison WI USA) and sequenced using Sanger Sequencing.

### Inhibition of DNA methylation

Inhibition of DNA methylation in MPRO cells was performed using 3 μM or 7 μM 5-Aza-2′ deoxycytidine for 120 h with drugs replenished every 24 h. Dead cells were excluded by FACS following 4′,6-diamidino-2-phenylindole staining.

### RNA isolation and qRT-PCR analyses

Total RNA extraction was performed using Trizol (Invitrogen). RNA 6000 Nano Chips (Agilent Technologies) were used to confirm RNA quality. For qRT-PCR, total RNA was treated with DNAse I, amplification grade (Invitrogen). cDNA was generated using SuperScript III First-Strand Synthesis System (Invitrogen), according to the manufacturers' instructions. qRT-PCR was performed using the CFX96 Real Time PCR Machine (Bio-Rad). Reactions were performed in 20 μl volumes containing 1 × IQ SyberGreen supermix and 0.3 μM of the respective forward and reverse primers. Cycling conditions were: 95 °C for 6 min followed by 95 °C for 30 s, primer-specific annealing temperature for 30 s, and extension at 72 °C for 30 s. Primer sequences are shown in Supplementary Table 3.

### Inhibition of NMD using caffeine coupled with actinomycin D

NMD inhibition was performed on MPRO cells after 5-Aza-2′ deoxycytidine treatment as previously published^2^. Briefly, cells in culture media were treated with caffeine (15 mM) for 4 h before they were washed twice with PBS. Caffeine and actinomycin D (2 μg ml^−1^) were then added, and an actinomycin D-only control was used to block transcription of genes. Following an additional 4 h of incubation, total RNA was collected for qRT-PCR.

### Western blot

Total protein lysates were loaded onto precast SDS-PAGE gels (Invitrogen) and subjected to electrophoresis before being transferred onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked with 5% (weight per volume) skim milk for 1 h at room temperature and incubated overnight with a rabbit anti-MeCP2 (5 μg, Abcam ab2828; Supplementary Fig. 5e, a rabbit anti-Tra2b (10 μg, Abcam ab31353; Supplementary Fig. 5f), or a mouse anti-Gapdh (1:1,000, Abcam ab8245; Supplementary Fig. 5e,f). Following washes, membranes were incubated with HRP-conjugated secondary anti-rabbit or anti-mouse antibody (1:5,000; Chemicon AP182P or AP192P), and exposed using enhanced chemiluminescence reagents (Pierce) on a Kodak Imager (Kodak). Bands were quantified using ImageJ. All uncropped blots are displayed in Supplementary Fig. 6.

### Chromatin immunoprecipitation

ChIP was performed with either the Magna ChIP A/G kit (Millipore 17-10085) or Magna ChIP HiSens kit (Millipore 17-10460) following the manufacturers' instructions, with minor modifications. Briefly, 5 × 10e^6^ FACS-enriched promyelocytes or granulocytes were cross-linked with 0.5% formaldehyde for 10 min at room temperature, and quenched with 1 × glycine for another 5 min. Cells were washed twice with ice-cold PBS, lysed and sonicated using Bioruptor Plus (Diagenode, UCD-300) with 15 cycles of 30 second ON and 30 s OFF at high power setting. Sonicated samples were centrifuged for 10 min at 10,000*g*. Supernatant was incubated overnight at 4 °C with the antibody of interest mixed with protein A/G magnetic beads. Following washes, crosslinking was reversed at 62 °C for 2 h and DNA was purified using the Agencourt AMPure XP beads (Beckman Coulter, A63881). Antibodies used were rabbit anti-MeCP2 (5 μg, Abcam ab2828), rat anti-Pol II Ser2p (7.5 μg, Active Motif 61084), rabbit IgG control (5 μg Abcam ab46540) and normal rat IgG (7.5 μg, Santa Cruz sc-3036). ChIP DNA was analysed by qPCR with primers listed in Supplementary Table 3. ChIP-qPCR results were reported as percentage of input relative to negative controls comprising a CpG-rich promoter region of Gapdh and an intergenic region on mouse chromosome 6 for MeCP2 and Pol II Ser2p respectively.

For ChIP-seq, sample concentration and size distribution of immunoprecipitated DNA were measured with Qubit dsDNA HS Assay Kits (Invitrogen) and High Sensitivity DNA Analysis Kit (Agilent Technologies), respectively. Approximately 20 ng of the input and ChIP DNA samples were sent to Macrogen Inc. (Korea) for ChIP-seq library preparation and sequencing on an Illumina Hiseq2000 platform.

### Rapid immunoprecipitation and mass spectrometry

Rapid immunoprecipitation and MS was performed as previously reported^54^, except that the chromatin immunoprecipitation step was performed using the Magna Chip A/G kit (Millipore 17-10085). Briefly, cells were sonicated and incubated overnight with antibody of interest mixed with protein A/G magnetic beads as described in the chromatin immunoprecipitation Method section. Following washing of antibody–protein-beads complex with buffers provided in the kit, trypsin digestion was perform to release the bound peptides. MS was performed on a QExactive Plus (Thermo Fisher). The data were searched within the Mouse SwissProt database using the Mascot search engine (version 2.4.0) with tryptic specificity allowing up to two missed cleavages, peptide mass tolerance of 10 p.p.m. and 0.8 Da for MS/MS ion mass tolerance. Variable modifications were oxidized methionine, acetylated asparagine and carbamidomethylated cysteine. IgG controls were used to exclude non-specific interactions. Only proteins present in three out of three biological replicates and not in any of the IgG controls were reported.

### RNA immunoprecipitation

RNA-IP was performed using the Magna Nuclear RNA-IP (cross-linked) kit (17-10520) from Millipore according to the manufacturer's protocol. Antibodies used were rabbit anti-MeCP2 (10 μg, Abcam ab2828) and rabbit anti-Tra2b (10 μg, Abcam ab31353). Approximately 1 million 0.5% formaldehyde-fixed cells were used for RNA-IP. Immunoprecipitated RNA was purified using Trizol LS Reagent (Life Technologies, 10296-010) and subjected to DNase I treatment. iTaq universal SYBR Green one-step kit (Bio-Rad) was used to quantify the amount of immunoprecipitated RNA. Primers used were listed in Supplementary Table 3.

### RNA immunoprecipitation re immunoprecipitation (RNA-IP-reIP)

RNA-IP-reIP was performed using the same kit used for RNA-IP: Magna Nuclear RNA-IP (Cross-linked) kit (17-10520) from Millipore. Approximately 2 million 0.5% formaldehyde-fixed cells were used for each RNA-IP-reIP. Sequential RNA-IP was performed with an additional purification step between the two immunoprecipitation steps. Briefly, immunoprecipitation was performed on fixed and sonicated chromatin lysate using the rabbit anti-Tra2b antibody (20 μg, Abcam ab31353) together with A/G magnetic beads at 4 °C for 1 h. Following washes according to the manufacturer's instruction, the bead bound RNA-Protein complex were released with the elution buffer supplemented with DTT, RNase inhibitor and protease inhibitor for 15 min at 37 °C. SDS was removed from the eluent with HiPPR Detergent Removal spin column (Thermo Fisher, PIE88305) before the subsequent RNA-IP.

The eluent from the first RNA-IP was then used for a second RNA-IP at 4 °C for 1 h with either the Rabbit anti-MeCP2 (10 μg, Abcam ab2828) or the normal rabbit IgG (10 μg, Santa CruzSC-2027) as control. Following washes as recommended by the manufacturer, the immunoprecipitated RNA was purified using the Trizol LS Reagent (Life Technologies, 10296-010) and DNase I treatment was performed. iTaq universal SYBR Green one-step kit (Bio-Rad) was used to quantify the amount of immunoprecipitated RNA relative to the sequential Tra2b-IgG RNA-IP control. The workflow for RNA-IP-reIP is shown in Supplementary Fig. 7. Primers used were listed in Supplementary Table 3.

### Bioinformatics analyses

Besides the WGBS and RNA-seq reads generated from promyelocytes and granulocytes, we also analysed WGBS, RNA-seq and MeCP2 ChIP-seq data from the GEO (Gene expression Omnibus) database (Supplementary Table 1). All RNA-seq datasets have been generated from poly-A enriched libraries as published elsewhere^2^,^12^,^55^,^56^,^57^. To assess genome-wide DNA methylation data, WGBS data was aligned to mouse genome GRCm38/mm10 and human genome GRCh37/hg19, respectively, followed by the calculation of methylation level (beta value) at each CpG site using Bismark v0.9.0 (ref. 50) with default parameters. Only those CpG sites covered by more than five reads were considered as valid for the downstream analysis. A sliding window of 10 bp was then applied to scan the ±100 bp region of a splice junction or from the middle of an intron. Within each window, average methylation level was calculated as the sum of beta values divided by the number of CpGs. For gene expression analysis, TopHat v2.2.2 with default parameters was applied to map RNA-seq reads against Ensembl human (GRCh37.75) and mouse (GRCm38.73) transcriptomes^58^. Cufflinks v2.1.1 was then applied to measure the FPKM of each gene^58^.

To assess the MeCP2 binding density, ChIP-seq reads were mapped to human (hg19) or mouse (mm10) genomes using Bowtie2 v2.2.3 default settings. MAC2 (ref. 59) was applied to call MeCP2 peaks from mapped ChIP-seq reads, with an extension size of 250nt and a *q*-value (FDR) cut-off of 0.05. To assess the MeCP2 binding density, ChIP-seq reads were mapped to human (hg19) or mouse (mm10) genomes using Bowtie2 v2.2.3 with default settings. MACS2 (ref. 54) was applied to call MeCP2 peaks from mapped ChIP-seq reads, with an extension size of 250nt and a *q*-value (FDR) cut-off of 0.05. MeCP2 density at each peak was reported as fold enrichment, which is the number of position-adjusted reads in MeCP2-ChIP sample/input. A sliding window of 10 bp was then applied to scan the ±100 bp region of a splice junction or from the middle of an intron. Within each window, average MeCP2 signal was calculated as the sum of fold enrichment divided by the number of peaks.

### Intron retention discovery

The steps of detecting IR in an individual sample and alternate IR between samples are described below:

A STAR^60^ genome index is built with the human or mouse genome fasta file (GRCh37/GRCm38) and annotation gtf file (Ensembl 75 for human, 78 for mouse). Features that overlap with introns such as microRNAs or snoRNAs are excluded as these may confound the accurate measurement of true intron levels. To accurately measure the expression levels of introns, intronic regions of poor mappability are determined by mapping synthetic reads to the genome and are excluded from further analysis. Synthetic reads are taken from the human or mouse genome reference, which are 70 bp long and stepped at 10 bp across the entire genome. Every second read is reverse complemented. A single base error is generated in the centre of each read. Those synthetic reads uniquely mapping to the correct location are tallied. Any area without at least 5 out of a possible 7 unique reads is considered poorly mappable. Poorly mappable regions are excluded from the measurable intron area regardless of strand or direction.

RNA-seq reads were aligned to the reference genome by STAR using default scoring parameters but excluding multi-mapping reads from the output. The default scoring parameters suit the detection of IR as they favour neither mapping from exon to exon across splice junctions nor mapping from exons into introns. IR is then determined by measurement of both the splicing level and intronic abundance. The key calculated metric is the IR ratio. Abundance of normal splicing is measured by a count of read fragments spliced across the intron. Reads that start in the 5′ exon but end in another exon and reads that start in another exon but end in the 3′ exon are also counted, the larger value being used. Intronic abundance is measured as a trimmed mean of fragment coverage depth. The trimmed mean excludes previously excluded regions (that is, regions with poor mappability, miRNAs or ncRNAs) and the highest and lowest 30% of values. This compensates for noise in intronic coverage. The IR ratio is calculated simply as follows:

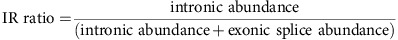

To compare the change of IR of a certain intron between a pair of samples or groups, the intronic abundance and exonic splice abundance of this intron is evaluated using a Bayesian statistic adapted for digital counts^61^. Significance of the change in IR ratio is considered using the following cut-off: 1) *P*-value is <0.05; 2) exonic splice abundance for both samples or groups are above 10; 3) IR ratio in one sample or group is above 0.1.

### Gene ontology enrichment analysis

Gene ontology enrichment analysis was performed using DAVID^62^. Gene ontology categories with a *P*-value <0.01 after Benjamini Hochberg correction were considered significant.

### Statistical analysis

Statistical analyses were performed as indicated in the text and/or figure legends. To compare the overall DNA methylation level or MeCP2 fold enrichment across the ±100 bp flanking splice junctions, the whole region (200 bp) was first divided into 20 sub-windows (10 bp each). Within each sub-window, the mean of DNA methylation level or MeCP2 fold enrichment for all IR and non-IR events was calculated respectively and paired together. Paired *t*-test was then applied to assess the significance of overall difference across all the sub-windows.

The significance of the difference between the number of increased and decreased IR events in cells following DNA methylation inhibition or MeCP2 knockdown was determined using the binomial test. Student *t*-tests were used to compare differential gene expression and levels of GC content and CpG density between retained and non-retained introns. Differential enrichment of MeCP2, Pol II Ser2p and Tra2b assessed by qPCR following ChIP and/or RNA-IP was also determined using *t*-tests. *F*-test was used to determine the significance of regression analysis. Analyses were performed using Graph-Pad Prism v.6 (La Jolla, CA, USA). *P*<0.05 was considered significant for all tests.

### Data availability

WGBS and ChIP-seq data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession number GSE85517. All other data that support the findings of this study are available from the corresponding authors upon reasonable request.

## Additional information

**How to cite this article:** Wong, J. J.-L. *et al*. Intron retention is regulated by altered MeCP2-mediated splicing factor recruitment. *Nat. Commun.* **8**, 15134 doi: 10.1038/ncomms15134 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables

## Figures and Tables

**Figure 1:**
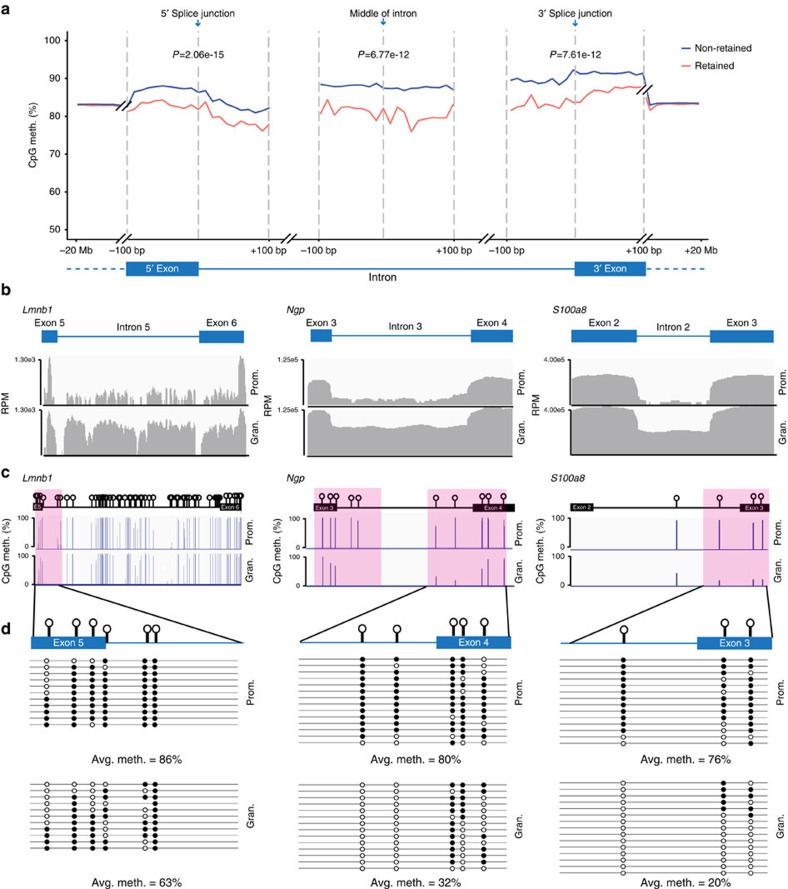
IR in myeloid cells is associated with lower DNA methylation levels near splice junctions and within retained introns. (**a**) Average CpG methylation (CpG meth.) levels spanning ±100 bp from the 5′ and 3′ splice junctions, and from the middle of introns, in the DNA encoding non-retained (blue) and retained (red) introns in promyelocytes and granulocytes combined. Data were extended to −20 Mb and +20 Mb from the 5′ and 3′ splice junction respectively. *t*-test was used to determine significance at *P*<0.05. (**b**) Examples from the IGV genome browser comparing IR levels in *Lmnb1* intron 5, *Ngp* intron 3 and *S100a8* intron 2 in promyelocytes (Prom.) and granulocytes (Gran.). (**c**) Average DNA methylation level at each CpG across *Lmnb1* intron 5, *Ngp* intron 3 and *S100a8* intron 2 and their flanking exons in promyelocytes and granulocytes as assessed using whole-genome bisulfite sequencing. A ±100 bp region from each splice junction, with reduced DNA methylation in granulocytes, is shaded in pink. (**d**) Confirmation of the results in **c** using clonal bisulfite sequencing. Each row represents a single-cloned PCR amplicon aligned to the exon–intron map shown above. Lollipops on exon–intron map indicate positions of CpG sites. Circles denote methylated (black) and unmethylated (white) CpGs. NS, not significant; Avg. meth., average DNA methylation levels.

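The CpGs near the junctions differed in how far they lay below their promyelocyte value. Positions are on GRCm38, and the sequences give the plus strand with 20 bp on either side of the CpG. At Lmnb1 intron 5, 7 of 10 CpGs were lower in granulocytes and 1 was higher. The largest difference was at position 56733401 of chromosome 18, in the sequence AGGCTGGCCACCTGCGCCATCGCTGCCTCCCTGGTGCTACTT, with 93.1% in promyelocytes and 56.7% in granulocytes. In this intron the 6 CpGs near the 5′ junction averaged 72.6% and 50.2%, and the 4 near the 3′ junction 96.2% and 95.6%. At Ngp intron 3, all 6 CpGs were lower. The CpG at position 110422211 of chromosome 9, inside the intron near its 3′ junction (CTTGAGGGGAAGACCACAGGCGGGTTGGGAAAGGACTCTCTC), had 93.3% in promyelocytes and 6.25% in granulocytes, and the 3 CpGs in the exon before the 5′ junction had 100% each in promyelocytes and between 60.0% and 85.7% in granulocytes. At S100a8 intron 2, all 4 CpGs lay near the 3′ junction and all were lower. The CpG at position 90669850 of chromosome 3, in the exon after the intron (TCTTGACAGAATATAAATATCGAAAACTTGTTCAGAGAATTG), had 100% in promyelocytes and 17.2% in granulocytes. The number of reads behind each of these values is unknown, and no test was made.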

**Figure 2:**
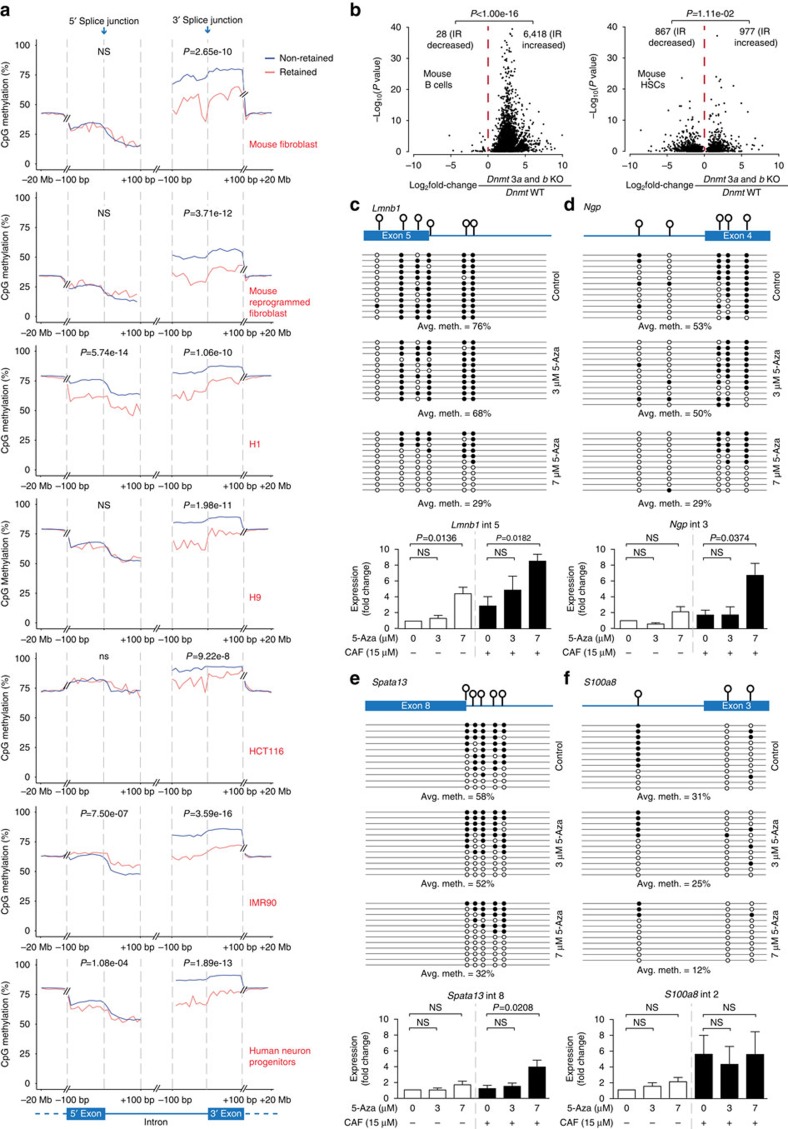
IR increases with reduced DNA methylation and increases following DNA methylation inhibition. (**a**) Average CpG methylation levels spanning ±100 bp from the 5′ and 3′ splice junctions in the DNA encoding non-retained (blue) and retained (red) introns in primary mouse fibroblasts, mouse reprogrammed fibroblasts, human cell lines (H1, H9, HCT116 and IMR90) and primary human neuron progenitors. Data were extended to −20 Mb and +20 Mb from the 5′ and 3′ splice junctions, respectively. Paired *t*-tests were used to determine significance at *P*<0.05. (**b**) Association between the IR ratio fold changes and their significance following double knockout of *Dnmt3a* and *3b* in primary mouse B cells and HSCs. Binomial test was used to determine the significance of bias between increased and decreased IR at *P*<0.05. (**c**–**f**) Upper panel: clonal bisulfite sequencing displaying DNA methylation changes near splice junctions of *Lmnb1* intron 5, *Ngp* intron 3, *Spata13* intron 8 and *S100a8* intron 2 in MPRO cells following treatment with 3 or 7 μM 5-aza-2′deoxycytidine (5-Aza). Each row represents a single-cloned PCR amplicon aligned to the exon–intron map shown. Each lollipop on the map represents a CpG site. Black and white circles denote methylated and unmethylated CpGs respectively. Lower panel: IR levels determined by qRT-PCR for specific introns indicated in MPRO cells, with and without exposure to 5-Aza at 3 or 7 μM, and in the absence (–) or presence (+) of NMD inhibition via caffeine (CAF) treatment. Two-tailed *t*-test was used to determine significance at *P*<0.05. Bars display mean±s.e.m. Independent qRT-PCR experiments were performed three times in triplicate (*n*=3). NS, not significant; Avg. meth., average DNA methylation levels.

**Figure 3:**
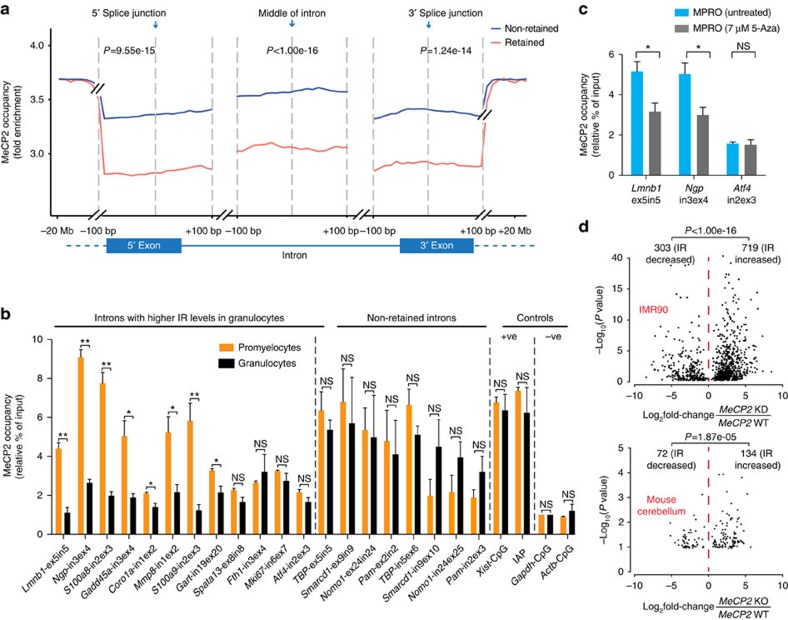
IR is associated with reduced MeCP2 binding near splice junctions. (**a**) Average MeCP2 occupancy normalized against input as measured by ChIP-seq in promyelocytes and granulocytes combined. MeCP2 occupancy is displayed for regions spanning ±100 bp from the 5′ and 3′ splice junctions, and the middle of introns, in the DNA encoding non-retained (blue) and retained introns (red). Data were extended to −20 Mb and +20 Mb from the 5′ and 3′ splice junction respectively. *t*-tests were used to determine significance at *P*<0.05. (**b**) Occupancy of MeCP2 near splice junctions of the DNA encoding introns with increased IR in granulocytes and controls measured by ChIP-qPCR. (**c**) ChIP-qPCR-measured occupancy of MeCP2 near splice junctions of the DNA encoding differentially retained introns of *Lmnb1* and *Ngp* pre- and post- 5-Aza-2′deoxycytidine treatment (5-Aza) in MPRO cells. *Atf4* intron 2 is included as a negative control. (**d**) Association between IR ratio fold changes and their significance following *Mecp2* knockdown in IMR90 cells or *Mecp2*- knockout in primary mouse cerebellum. Binomial test was used to determine the significance of bias between increased and decreased IR at *P*<0.05. For each ChIP-qPCR experiment, a two-tailed Student's *t*-test was used to determine significance, denoted by *P<0.05, **P<0.001 and ns, not significant. Bars display mean±s.e.m. Independent ChIP-qPCR experiments were performed three to five times in triplicate.

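Over all 222925 introns, MeCP2 peaks covered the windows around the splice junctions, which hold exon and intron, more often than the middle of introns. The share was higher on the exon side and had no maximum at the junction. In the promyelocyte list it went from 12.2% at the exon end of the 5′ windows to 8.55% at the intron end. At the 3′ windows it went from 7.24% at the intron end to 13.7% at the exon end. In the granulocyte list the same shares were 15.1% and 10.7%, and 8.47% and 15.6%. On average over the windows, a promyelocyte peak lay over 11.1% of 5′ junction windows, 4.76% of middle windows and 11.3% of 3′ junction windows. In the granulocyte list the averages were 13.8%, 5.91% and 12.9%. The fold enrichment of the peaks that covered a window varied little with position. It averaged 2.65 at the 5′ junction, 2.56 in the middle and 2.64 at the 3′ junction in the promyelocyte list, and 3.53, 3.47 and 3.61 in the granulocyte list, so the middle was lowest in each list. Counted as 0 where no peak lay, the averages were 0.295, 0.122 and 0.299 in the promyelocyte list and 0.485, 0.205 and 0.466 in the granulocyte list. With peaks of a fold of at least 4 they were 4.76, 4.73 and 4.77, and 5.46, 5.37 and 5.46. Retained and non-retained introns were not told apart here, since the list of retained introns was not used, and no test was made. From the lower density of MeCP2 that it reports at retained introns, the paper proposes that reduced MeCP2 binding accompanies the IR-associated reductions in DNA methylation.

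**Figure D3:**
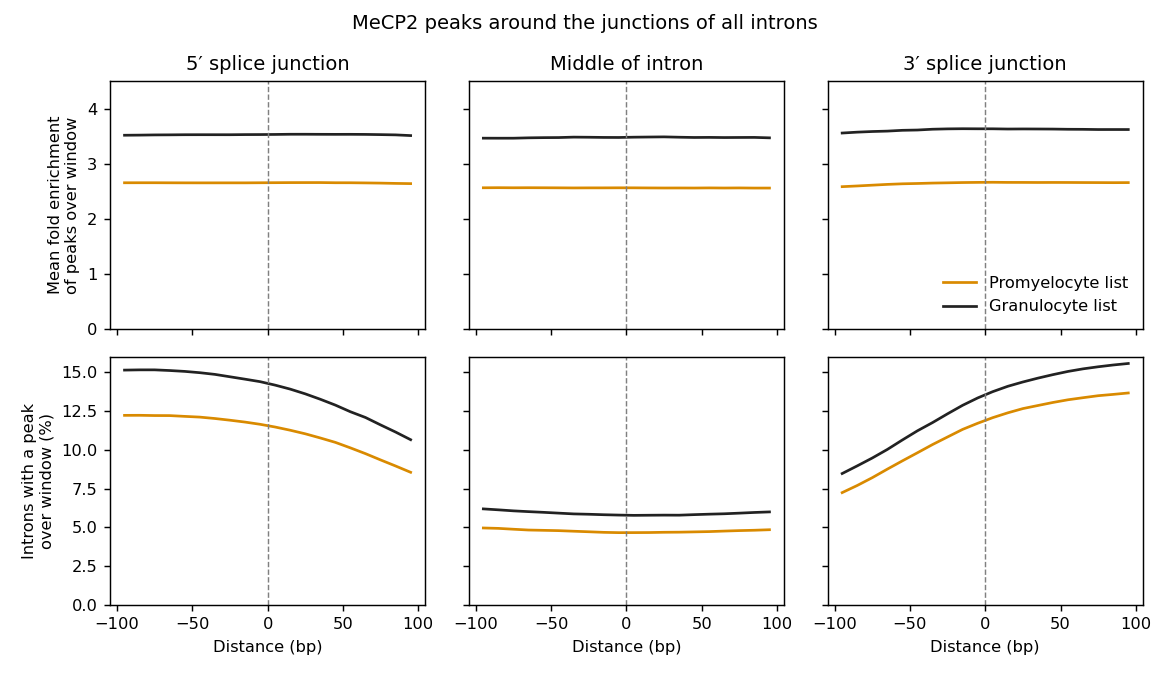
Mean fold enrichment of the MeCP2 peaks over a window (upper panels) and percent of introns with a peak over it (lower panels) by distance in bp from the 5′ splice junction, the middle of the intron and the 3′ splice junction, in windows of 10 bp over 222925 introns. Lines stand for the promyelocyte list (orange) and the granulocyte list (black), and folds are to be read within a line only. In both lists the share of introns with a peak is lowest in the middle, at 4.76% and 5.91%.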

**Figure 4:**
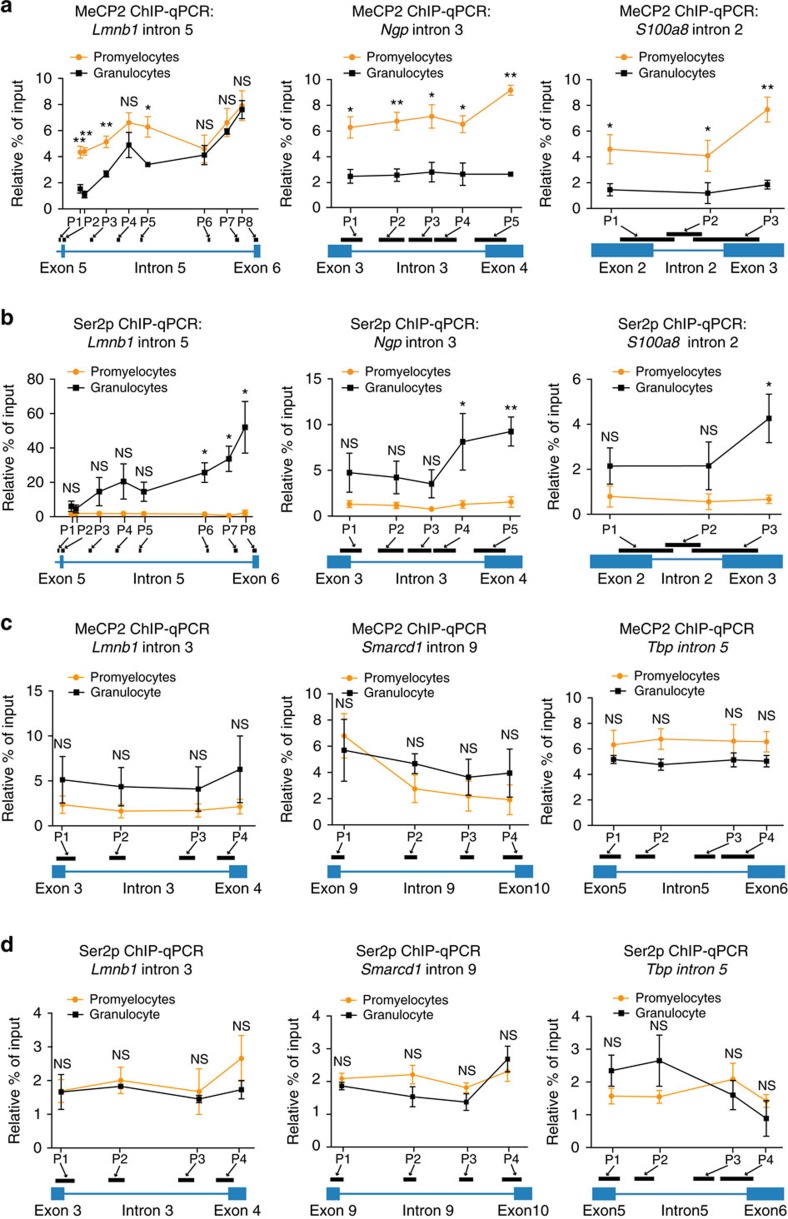
IR is associated with increased RNA Pol II occupancy that anti-correlates with MeCP2 density. (**a**) Occupancies of MeCP2 and (**b**) Pol II Ser2p measured by ChIP-qPCR for retained introns and their flanking exons of *Lmnb1*, *Ngp* and *S100a8* in promyelocytes and granulocytes. (**c**) ChIP-qPCR analyses of MeCP2 and (**d**) Pol II Ser2p occupancies measured for non-retained introns: *Lmnb1* intron 3, *Smarcd1* intron 9, *Tbp* intron 5 and their flanking exons. P1–P8 indicate positions of PCR amplicons within each region. For each ChIP-qPCR experiment, a two-tailed Student's *t*-test was used to determine significance, denoted by *P<0.05, **P<0.001 and NS, not significant. Dots and bars display mean±s.e.m. Independent ChIP-qPCR experiments were performed three to five times in triplicate.

**Figure 5:**
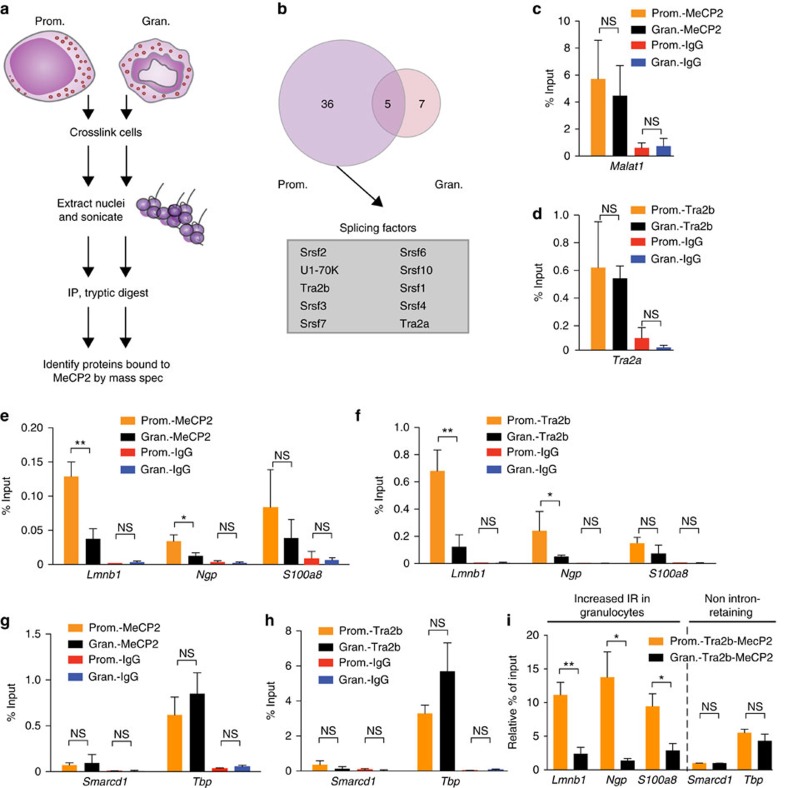
Reduced MeCP2-mediated recruitment of the splicing factor Tra2b promotes IR. (**a**) Schematic of the RIME assay to identify MeCP2 binding partners in normal promyelocytes (Prom.) and granulocytes (Gran.). (**b**) Venn diagram showing proteins that bind to MeCP2 in promyelocytes and/or granulocytes. MeCP2 bound splicing factors enriched in promyelocytes are listed. (**c**) Occupancies of MeCP2 and (**d**) Tra2b in the coding region of *Malat1* and *Tra2a* in promyelocytes and granulocytes measured by RNA-IP followed by qRT-PCR. (**e**) Occupancies of MeCP2 and (**f**) Tra2b near splice junctions of *Lmnb1* intron 5, *Ngp* intron 3 and *S100a8* intron 2 in normal promyelocytes compared to granulocytes by RNA-IP. (**g**) Occupancies of MeCP2 and (**h**) Tra2b near splice junctions of constitutively spliced *Smarcd1* intron 9 and *TBP* intron 5 in normal promyelocytes compared to granulocytes by RNA-IP. (**i**) Occupancies of MeCP2 and Tra2b near splice junctions of *Lmnb1* intron 5, *Ngp* intron 3 and *S100a8* intron 2, *Smarcd1* intron 9 and *TBP* intron 5 in normal promyelocytes compared to granulocytes by RNA-IP-reIP. Levels of occupancies are shown relative to background inferred by sequential Tra2b-IgG RNA-IP controls. A two-tailed *t*-test was used to determine significance, denoted by *P<0.05, **P<0.001 and NS, not significant. Dots and bars display mean±s.e.m. Independent qRT-PCR experiments were performed three to five times in triplicate.

**Figure 6:**
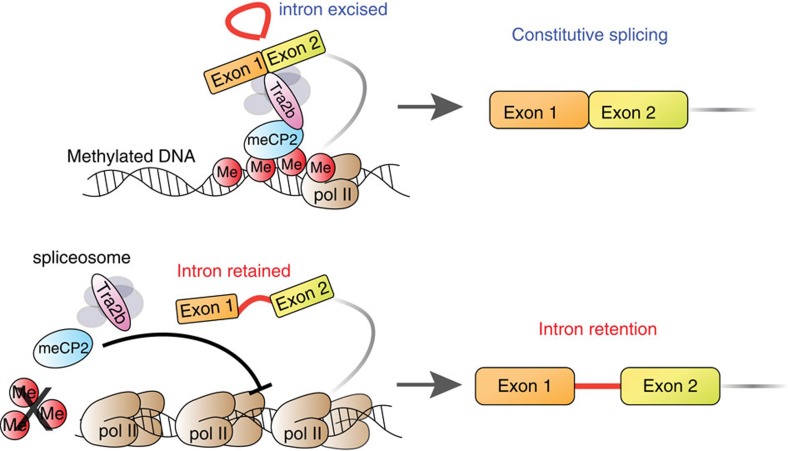
Proposed model of IR regulation. IR occurs via less efficient splicing factor (e.g. Tra2b) recruitment consequent to reduced DNA-methylation-mediated MeCP2 binding.

How the deposited data were processed for this re-analysis (not part of the article)

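DNA methylation was measured by WGBS in 1 library of promyelocytes and 1 of granulocytes from mouse bone marrow, and MeCP2 binding by ChIP-seq in 2 ChIP and 2 input libraries per cell type. The methylation values are the authors' percent of methylated reads per CpG, from Bismark 0.9.0 on GRCm38, over CpGs covered by more than 5 reads, with the counts of both strands joined. They carry no read numbers. The depth of each library is known only as the paper's 560000000 and 633000000 aligned reads. The MeCP2 values are the authors' MACS2 peaks with a fold enrichment over input, as 1 list per cell type. The samples' processing notes name Bowtie2 2.1.0, and the paper's Methods name a later version.

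Genes, transcripts and introns came from GENCODE M21 on GRCm38.p6. CpG positions were checked against the genome, and 100% of those on the chromosomes lay at a CG. Introns of at least 50 bp of all protein-coding transcripts were used once each (222925), and for an alternative those of the transcript with the longest coding sequence per gene (188699). Junction windows reach 100 bp to either side of a junction and middle windows cover 200 bp, in bins of 10 bp. Promoters reach from 1000 bp upstream to 500 bp downstream of the start site. Junction windows and promoters counted across the genome, and members of gene lists, needed at least 3 CpGs. The share of introns lower near a junction or in the middle, the groups by length and density and the methylation of peaks needed 1. Introns were numbered in the transcript with the longest coding sequence, with ties settled by most exons and then by identifier. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and peak overlaps were counted a second time with bedtools 2.31.1.

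Promyelocytes were compared with granulocytes. There is 1 methylation library and 1 peak list per cell type, so no test between the cell types was made, no replicate could be left out, and no paired analysis was possible because neither the methylation libraries nor the peak lists hold replicate values. The count tests set in the design need reads per CpG and were not run, and regions were counted at differences of at least 10 and at least 20 percentage points in their place. Yardsticks were the SD between CpGs, the percent of introns of like CpG number and a promyelocyte level within 5 points whose difference was as low, and, for gene lists, the percentile among 10000 random lists of genes matched on promyelocyte methylation. For the share of introns past the threshold, an exact 95% binomial interval is given, which covers counting only, and neighbouring introns are not independent. The interval for peaks at junctions came from 2000 resamplings of genes, since a peak can reach several introns.

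The introns, gene lists and threshold were fixed before the data were examined. Named introns are those the paper names with a number in its text or legends and those on the axis of Fig. 3b, with the control genes Xist, Gapdh and Actb. Beyond these, the 10 introns (at least 5 CpGs) and the 10 promoters (at least 10 CpGs) with the largest difference in each direction are named, 1 per gene, together with the 10 peaks of highest fold in each list and up to 4 members of a gene list. The rule also asked for an adjusted p, which could not be had. Gene lists were primary granules, secondary and tertiary granules, mature neutrophil, nuclear lamina, stem and progenitor, myeloid regulators, DNA methylation machinery, splicing factors and imprinted control regions, and marker lists were B cell, T cell, monocyte, erythroid, eosinophil and basophil or mast, and megakaryocyte. Peaks were divided into those found in both lists and those found in one, and their methylation was set beside regions of the same length 5 kb away.

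Alternatives were other window sizes, each junction on its own, a higher threshold, more CpGs per region, 1 transcript per gene, autosomes only, subtraction of the mean difference of the genome, another promoter window, a stricter overlap of peaks, peaks with a fold of at least 4, introns without a peak counted as 0, regions 2 kb and 20 kb away, and introns in 10 in place of 4 groups of length or density. Alternatives without first introns, with another transcript for intron numbers and without peaks at promoters were added after the data were seen. The steps were tested on simulated data in which 200 introns were lowered by 20 points near their junctions under noise with an SD of 8 points. The mean recovered difference was −19.7 points, 100% of these introns passed the threshold of 10 points, and 0.318% of other introns with at least 5 CpGs did. The lowered introns also had at least 5 CpGs, and the noise was independent between CpGs. These shares therefore do not hold for windows of fewer CpGs or for the unknown depth of the data. RNA-seq, the list of retained introns, ChIP-qPCR, clonal bisulfite sequencing and the public data of the paper were not analysed here.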

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

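Of the tests in this part, those of a uniform shift at 20 points, sampling error, a focal difference, a loss of MeCP2 peaks, differing methylation at peaks and weak peaks were chosen after the result was seen, as was the bound for the shift at 10 points, and that of peaks at promoters was added after the data were seen. The results cover introns, peaks and genes across the genome, most of which the paper does not discuss one by one, and none has replicates. The introns at least 20 points lower include some that the paper names, such as Ngp intron 3, S100a8 intron 2 and Spata13 intron 8.

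In 3168 introns the junction windows were at least 20 points less methylated in granulocytes, and in 220 they were at least 20 points more methylated. A rise of 20 points needs a promyelocyte level of 80% or less. With each junction on its own, 83922 of 103291 windows at the 5′ junction and 91498 of 105442 at the 3′ junction stood at or above 80% in promyelocytes. Most windows therefore had little room to be higher, and this ceiling raises the ratio of lower to higher introns. After the mean difference of the genome was subtracted, the ratio of lower to higher introns at 20 points was 5.40 (14.4 before). Because the ceiling also raises this ratio, it cannot decide on a uniform shift of the granulocyte library as the cause of the excess. At 10 points the same ratio went from 5.28 to 1.37, so there such a shift and a difference at these introns cannot be told apart, because many introns lie near the threshold and the subtracted −2.94 points exceed the junction median of −1.16. Among windows of 10 or more CpGs the ratio at 20 points was 17.3 (312 lower and 18 higher). How far the ceiling acts in these windows was not measured, so the ratio cannot decide on sampling error in windows of few CpGs. The share lower was 2.56%, 1.68% and 1.08% in windows of 3 to 4, 5 to 9 and 10 or more CpGs, so how far sampling error adds to the 3168 stays open. A difference between the cell types in development stays open, and with 1 library each so do differences between the preparations.

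The median difference over these 3168 introns was −26.7 points within 100 bp of the junctions, −6.98 from 100 to 500 bp and −3.42 from 500 to 1000 bp, where all introns had −1.51. The 220 higher introns had medians of 24.2 and 0.201 points over the first of these distances, and choosing windows by their difference itself favours a steep profile. In 3294 introns chosen as at least 20 points lower by every second CpG, the median over the CpGs of the windows not used for the choice was −17.0 points and that from 500 to 1000 bp −2.93, against 4.13 points over the CpGs not used in 421 introns chosen as higher, which favours a focal difference, with the limit that neighbouring CpGs can share reads. Windows in the middle of introns were as often at least 20 points lower (2.46%) as windows at the 5′ junction (2.28%) and the 3′ junction (2.39%), a ratio of 0.925 for the lower of the junctions. These shares show no excess at the junctions. They cannot decide on a change specific to splice junctions, because in introns up to 399 bp the middle window overlaps the junction windows. Windows were also not matched on CpG number. Of the lower introns with at least 80% methylation in promyelocytes, 363 had a promyelocyte peak at a junction, and 27.0% of these had no granulocyte peak. Of 378 with a granulocyte peak, 29.9% had no promyelocyte peak. Among introns that differed by less than 5 points the shares were 17.1% and 20.4%, so peaks of a single list were more common at the lower introns in both directions. The ratio of introns with a promyelocyte peak only to those with a granulocyte peak only was 1.08 times that of the introns that differed by less than 5 points (95% interval 0.786 to 1.47 over resampled genes). This argues against a loss of peaks that exceeds the gain by 1.5 times or more and leaves a smaller excess open. It cannot exclude a raised loss that a raised gain offsets.

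Granulocyte-only MeCP2 peaks lay in less methylated DNA than promyelocyte-only peaks, and of those with a CpG value 5477 of 32962 (16.6%) had under 20% methylation in promyelocytes, against 268 of 25047 (1.07%) promyelocyte-only peaks. The gap in promyelocyte methylation between the classes was 17.5 points. Methylation that differs between the cell types at these peaks is argued against, since the difference inside granulocyte-only peaks lay 1.16 points from that of the genome. Peaks at promoters were 8.85% of all granulocyte-only and 1.02% of all promyelocyte-only peaks, and without them the gap was 13.3 points, so promoters account for part of it. With only granulocyte-only peaks in the top 25% of folds of their list the gap was 7.46 points, which leaves open how far weak peaks near the calling threshold account for the rest, and no biological explanation was tested.

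All 8 genes of the list for primary granules had promoters at least 10 points lower in granulocytes, with a median difference of −22.2 points, where 10000 random gene lists of like methylation had a median of −1.84. The name of the list was not checked for each gene. The random lists were not matched on CpG number or on genes that lie close together. No explanation was tested.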

How the results depend on the processing

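Of the alternatives for the main results set before the data were examined, 53 of 95 values stayed and 42 moved further. A value stayed if it lay within 1 point for a mean, a difference or a share of peaks, or within 0.1 for a fold. Counts had to lie within 1.5 times, and the share of introns within its 95% interval. Of those added later, 8 of 13 stayed and 5 moved. None of these changed the sign of a difference of at least 10 points. Where a value moved and the setting does not itself remove or add regions, the cause was not tested. Coverage of at least 10 reads, read-weighted means, thinning to a common depth, leaving out the deepest 0.1% of CpGs, the Fisher and Cochran-Mantel-Haenszel tests and a stricter adjusted p were not run, because no reads per CpG were at hand. The unknown depth per CpG and the single libraries limit every value.

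Around all introns, the mean of both cell types at the 5′ junction was 76.2% with 200 bp on either side and 81.2% with 1 transcript per gene, where the middle was 82.5% and the 3′ junction 85.7%. Without first introns the values were 86.5%, 86.0% and 87.6%, which raised the 5′ junction above the middle. The share of introns at least 10 points lower (26.3%) was 9.07% at 20 points, 12.7% and 7.42% with at least 3 and 5 CpGs per region, 19.3% for junction windows only, 21.6% for junction windows or the whole intron, 26.0% with 1 transcript per gene and 26.0% without first introns. In each the share higher was smaller.

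Of 12 named introns with higher IR, 10 of the 11 with a CpG were at least 10 points lower, and 6 of 9 with the 5′ junction on its own. Of 59 values of single introns set before, 16 stayed within 1 point, 42 moved and 1 reversed, which was counted only for differences of at least 10 points, Mki67 intron 6 at the 5′ junction on its own (−10.7 to 3.13 points). Smaller differences also changed sign, at Fth1 intron 3 with the 3′ junction (−2.42 to 3.33), Lmnb1 intron 3 with 200 bp (3.48 to −0.283), Smarcd1 intron 9 with 200 bp and the 5′ junction (1.63 to −0.485 and −0.817) and Pam intron 2 with the 3′ junction (1.10 to −0.433).

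At 20 points, 3168 junction windows were lower and 220 higher (12914 and 2446 at 10), 181 promoters were lower and 6 higher (998 and 98), and 1133490 CpGs were lower and 318531 higher. After subtraction of the genome mean difference, 7931 junction windows were lower and 5803 higher at 10 points and 2299 and 426 at 20, and 560 promoters were lower and 283 higher at 10 points and 131 and 9 at 20. With promoters of 500 bp on either side, 202 were higher at 10 points.

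For peaks that overlap by at least 50% of both, 76.9% of promyelocyte and 72.0% of granulocyte peaks were shared. For peaks with a fold of at least 4 the shares were 49.9% of 22992 and 15.7% of 73232. Both lists were cut at this fold before the overlap was counted, and the shorter promyelocyte list limits the granulocyte share. The mean fold at the 5′ junction, middle and 3′ junction with such peaks was 4.76, 4.73 and 4.77 in the promyelocyte list and 5.46, 5.37 and 5.46 in the granulocyte list. With introns without a peak counted as 0, it was 0.295, 0.122 and 0.299, and 0.485, 0.205 and 0.466. With a fold of at least 4, methylation was 88.2% in promyelocytes inside shared peaks and 78.1% in granulocytes inside granulocyte-only peaks, which stood at 73.1% without peaks at promoters (68.9% over all of them). With introns in 10 groups in place of 4, the highest minus the lowest group was −3.21 points by length (0.809 with 4 groups) and −23.5 points by CpG density.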

Differences from the paper's values

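The paper reports that 16.9% of its differentially retained introns had methylation lower by at least 10% where IR was higher, in either cell type. Over all introns with a value, a wider group and in the direction of granulocytes only, 26.3% were at least 10 points lower near a junction or in the middle. Of the alternatives set before the data were examined, at least 3 CpGs per region (12.7%), junction windows only (19.3%) and junction windows or the whole intron (21.6%) come within 1.5 times the paper's value, and a threshold of 20 points (9.07%), at least 5 CpGs (7.42%) and 1 transcript per gene (26.0%) do not.

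For Ngp intron 3 in granulocytes, the paper's clonal bisulfite sequencing shows about 32% in Fig. 1d, read by eye, and WGBS gave 58.3% within 100 bp of both junctions, by another assay and with an unknown overlap between these CpGs and the amplicon. The 3′ junction on its own (45.8%) comes within 1.5 times the paper's value. The alternatives with 50 bp (59.5%), 200 bp (56.8%) and the 5′ junction on its own (70.8%) do not.

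The paper lists Coro1a among genes with IR-associated changes of methylation. In intron 1, the intron its ChIP-qPCR names, no CpG with a value lay within 100 bp of the junctions, and the 8 within 200 bp were at 0 in both cell types, as were 3 CpGs within 100 bp of intron 1 of another transcript (126703175 to 126703968), while 3 of 5 measured introns of the gene were at least 10 points lower in granulocytes. The paper also places Fth1 intron 3 among introns with lower methylation. Here it had 4.33% and 1.90%, and 57.0% and 35.7% under the numbering of the transcript with the fewest exons, chosen after the values were seen. In Fig. 3a, which joins both cell types, the fold of non-retained introns is highest in the middle of the intron, at about 3.6, read by eye. Over all introns, a wider group, the middle was lowest in each list, at 2.56 and 3.47. With both lists joined it was 3.07 in the middle, 3.14 at the 5′ junction and 3.16 at the 3′ junction.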

Other observations

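Promoters of genes in the lists set for granulocyte development were mostly less methylated in granulocytes. Of 8 genes listed for primary granules, 8 promoters were at least 10 points lower, among them Ms4a3 (70.5% in promyelocytes, 28.0% in granulocytes), Prss57 (55.7% and 27.1%), the proteinase Prtn3 (46.5% and 19.5%) and the elastase Elane (61.8% and 38.8%). The names of the lists were set in advance and were not checked for each gene. Of 11 genes of secondary and tertiary granules 8 were lower (median −26.2 points), with Ngp at 86.9% and 34.7%, Chil3 at 69.2% and 22.0% and Cd177 at 76.7% and 34.1%. Of 14 mature neutrophil genes 8 were lower (median −14.6), with the formyl peptide receptor Fpr2 at 69.8% and 19.9%, S100a9 at 72.5% and 24.8% and Retnlg at 84.3% and 37.2%. In these 3 lists the median lay under all 10000 random lists. The random lists drew genes singly and were matched on promyelocyte methylation only, not on CpG number. Some listed genes lie close together, such as Prss57, Prtn3 and Elane, or S100a8 and S100a9. The percentiles here and below can therefore overstate how unusual a list is. Among 12 myeloid regulators, the promoters of Cebpe, a regulator of granule genes, with 36.8% and 2.09%, and Spi1 (52.5% and 40.9%) were lower, while the median over the promoters was −0.862 points (percentile 11.9 among random lists) and that over the gene bodies −7.78 (percentile 0.0, with −1.79 for random lists).

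Other lists differed less. At least 10 points lower were 0 of 14 promoters of splicing factors, 1 of 12 of the DNA methylation machinery (Uhrf1, 47.1% and 33.7%), 1 of 8 of the nuclear lamina (Lmna, 41.1% and 28.0%) and 0 of 13 of stem and progenitor genes, of which 1 was higher (Egfl7, 16.5% and 32.5%). Of 13 imprinted promoters, 1 was lower (Peg13) and 1 higher (H19), with a median difference of 0.658 points (percentile 98.2 among random lists). Among markers of other cell types, 0 of 6 B cell, 0 of 7 T cell and 0 of 3 megakaryocyte promoters were at least 10 points lower, against 2 of 6 for monocytes (F13a1 and Cx3cr1), 2 of 6 for eosinophils and basophils or mast cells (Mcpt8 and Siglecf, with a list median of −7.87 points at percentile 3.15 among random lists) and 1 of 6 for erythroid cells (Hba-a1), where 1 was higher (Gata1, 74.6% and 85.4%) and the list median was 2.92 points at percentile 99.4.

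The promoters with the largest differences were lower at Abca13 (81.4% and 28.1%), Ngp, Nlrp12, Wfdc21, Nin, Olr1, Mcemp1, Hal, Cd177 and Orm1, and higher at Nradd (49.4% and 71.2%), Angpt2, Cryba4, Pfkfb3, Tmeff1, S100a4, Tubb4a, Rec8, Drp2 and Rab11fip4. Junction windows were lowest relative to promyelocytes at introns of Syne1 (intron 93, 82.0% and 4.66%), Hc, Il1rap, Fbln1, Xkr5, Prkci, Slc8b1, Itgb2 (intron 7, 73.6% and 4.42%), Asns and Krtcap3. They were highest relative to promyelocytes at Atg16l2 (intron 4, 0 and 38.7%), Catip, Syngap1, Rasa2, Exoc3l4, Wipi1, Tmem88, Pisd, H2-Eb1 and Pgghg. Of all introns with a value, 26.3% (56048 of 213405, 95% exact interval 26.1 to 26.5) were at least 10 points lower near a junction or in the middle, and 10.1% were at least 10 points higher.

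Introns denser in CpGs were less methylated near their junctions. In 4 groups of equal size from the lowest to the highest CpG density, the mean of both cell types was 87.3%, 86.2%, 84.3% and 74.6%, and by length it was 81.3%, 83.8%, 85.4% and 82.1%. Within the shortest of the 4 groups, introns of the lowest and highest density groups had 87.4% and 73.0%, and within the longest 85.1% and 76.4%.

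Around the introns named with higher IR, each with 100 bp on either side, the promyelocyte list had a MeCP2 peak at 2 of 12, Lmnb1 intron 5 (fold 2.69) and Gart intron 19 (fold 2.04), and the granulocyte list at 0 of 12. The Lmnb1 peak (56739877 to 56740164) began past the end of the intron at 56739820, on the 3′ side. At the non-retained introns the lists had a peak at 2 of 5 and 4 of 5. Among all introns with at least 3 CpGs near their junctions, 25.3% had a promyelocyte and 28.4% a granulocyte peak at a junction. These shares cover junctions only, while the named introns were searched over their whole length and without a minimum of CpGs, so they are not like for like. The small counts at the named introns were not tested and show no loss of MeCP2 binding by themselves. Lmnb1 intron 3 (fold 4.11 in the promyelocyte and 3.73 in the granulocyte list) and Smarcd1 intron 9 (1.71 and 1.93) had one in both, Nomo1 intron 24 (3.75) and Pam intron 2 (2.11) in the granulocyte list, and Tbp intron 5 in neither. Methylation near the junctions was 94.5% in promyelocytes and 97.9% in granulocytes at Lmnb1 intron 3, 94.8% and 96.4% at Smarcd1 intron 9 and 94.0% and 94.8% at Tbp intron 5. At the Xist promoter, the positive control of the ChIP-qPCR, the promyelocyte list had a peak of fold 8.30 and the granulocyte list none, with 91.5% and 90.7% methylation. The whole gene had 2 peaks in each list, of fold up to 8.30 and 3.80. By ChIP-qPCR the paper reports that its controls did not differ in MeCP2 binding. A peak missing from a list is therefore not by itself a loss of binding. The gene and promoter of Gapdh and Actb had no peak in either list.

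In each list, fold enrichment was lowest for peaks at under 20% methylation in the same cell type, at 2.56 in the promyelocyte and 3.18 in the granulocyte list, against 3.12 and 4.25 at 80% or more. Methylation in promyelocytes inside promyelocyte-only peaks was 88.2%, with 85.4% in regions 5 kb away, and inside granulocyte-only peaks 70.7%, with 81.4%. In granulocytes the values were 85.9% with 82.5%, and 68.9% with 78.7%. Of the 10 peaks of highest fold in each list, those inside protein-coding genes lay in Slc9a2, Zmat4 and Phactr1 in promyelocytes, and in Slc22a22, Fam161a, Efcab11, Zan, Fto, Aox2 and Mei4 in granulocytes.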
